# H2A.X promotes endosperm-specific DNA methylation in Arabidopsis thaliana

**DOI:** 10.21203/rs.3.rs-2974671/v1

**Published:** 2023-06-06

**Authors:** Jennifer M. Frost, Jaehoon Lee, Ping-Hung Hsieh, Samuel J. H. Lin, Yunsook Min, Matthew Bauer, Anne M. Runkel, Hyung-Taeg Cho, Tzung-Fu Hsieh, Robert L. Fischer, Yeonhee Choi

**Keywords:** Epigenetics, DNA demethylation, H2A.X, DEMETER, DNA damage response, DNA glycosylase

## Abstract

**Background:**

H2A.X is an H2A variant histone in eukaryotes, unique for its ability to respond to DNA damage, initiating the DNA repair pathway. H2A.X replacement within the histone octamer is mediated by the FAcilitates Chromatin Transactions (FACT) complex, a key chromatin remodeler. FACT is required for DEMETER (DME)-mediated DNA demethylation at certain loci in *Arabidopsis thaliana* female gametophytes during reproduction. Here, we sought to investigate whether H2A.X is involved in DME- and FACT-mediated DNA demethylation during reproduction.

**Results:**

H2A.X is encoded by two genes in Arabidopsis genome, *HTA3* and *HTA5*. We generated *h2a.x* double mutants, which displayed a normal growth profile, whereby flowering time, seed development, and root tip organization, S-phase progression and proliferation were all normal. However, *h2a.x* mutants were more sensitive to genotoxic stress, consistent with previous reports. H2A.X fused to Green Fluorescent Protein (GFP) under the *H2A.X* promoter was highly expressed especially in newly developing Arabidopsis tissues, including in male and female gametophytes, where DME is also expressed. We examined DNA methylation in *h2a.x* developing seeds and seedlings using whole genome bisulfite sequencing, and found that CG DNA methylation is decreased genome-wide in *h2a.x* mutant seeds. Hypomethylation was most striking in transposon bodies, and occurred on both parental alleles in the developing endosperm, but not the embryo or seedling. *h2a.x*-mediated hypomethylated sites overlapped DME targets, but also included other loci, predominately located in heterochromatic transposons and intergenic DNA.

**Conclusions:**

Our genome-wide methylation analyses suggest that H2A.X could function in preventing access of the DME demethylase to non-canonical sites. Alternatively, H2A.X may be involved in recruiting methyltransferases to those sites. Overall, our data suggest that H2A.X is required to maintain DNA methylation homeostasis in the unique chromatin environment of the Arabidopsis endosperm.

## Background

DNA methylation regulates gene expression and silences transposable elements (TEs) in plants and vertebrates [1], and epigenetic reprogramming by DNA demethylation is vital for reproduction in mammals and flowering plants [2–5]. In Arabidopsis thaliana, DNA demethylation during reproduction is catalyzed by the DNA glycosylase DEMETER (DME) [6]. DME is a dual function glycosylase/AP lyase, which actively removes DNA methylation via the Base Excision Repair (BER) pathway [7].

DME-mediated DNA demethylation occurs genome-wide at discrete loci that fall into two groups. The first consists of relatively euchromatic, AT-rich, small TEs that are nucleosome-poor, and generally interspersed with genes in chromosome arms [8]. The second group of loci require the Facilitates Chromatin Transactions (FACT) complex for DME access, and are longer, heterochromatic TEs prevalent in pericentromeric, gene poor regions, enriched with heterochromatic histone marks and H1 linker proteins [9]. DME and DME-FACT mediated DNA demethylation occurs specifically in male and female gamete companion cells, the vegetative and central cells, respectively [8, 10], and is vital for Arabidopsis reproduction, whereby loss of maternal DME or FACT results in development abnormalities, loss of genomic imprinting and seed abortion [6–8, 11, 12].

FACT is required for several other vital cellular functions, including transcription initiation and elongation, nucleosome assembly and disassembly, and for histone variant exchange, specifically of H2A.X [13–16]. In Arabidopsis, H2A.X is essential for the response to DNA damage, whereby the phosphorylation of its SQEF motif by Ataxia Telangiectasia Mutated (ATM) and ATR kinases, serves as a signal for recruitment of DNA repair and checkpoint proteins [16–18]. It is not known how FACT is recruited to DME target sites, and the apurinic/apyrimidinic (AP) sites created during base-excision repair (BER) can lead to the formation of double strand breaks [19]. We therefore sought to explore whether recruitment of H2A.X to sites of DME activity during BER may provide a functional link between H2A.X, FACT and DME during Arabidopsis reproduction. In order to investigate this, we analyzed the expression and activity of H2A.X during Arabidopsis reproduction, finding that H2A.X is expressed throughout the plant, particularly in developing tissues and the male and female gametophytes. The loss of H2A.X does not impair DME-mediated DNA demethylation, however, but leads to CG hypomethylation at intergenic regions and transposable elements, specifically in the endosperm.

## Results

### Arabidopsis seedlings lacking H2A.X have reduced DNA damage tolerance

*H2A.X* is encoded by two genes in Arabidopsis, *HTA3* (AT1G54690) and *HTA5* (AT1G08880). To investigate the effect of *H2A.X* mutations, we generated double mutants lacking both *HTA3* and *HTA5* (Fig. 1a), verified the loss of transcripts using RT-PCR (Fig. 1b and Additional file 1: Fig. S1a) and analyzed the sporophytic and gametophytic phenotypes of *h2a.x* plants. *h2a.x* mutant allele segregation, plant morphology, growth rate and flowering time were all normal, except for a significant increase in root hair length (Fig. 1c, p < 0.0001). *h2a.x* root hairs were ~ 15% longer than WT three days after germination (DAG). We then tested whether cell proliferation was normal in *h2a.x*, using the 5-ethynyl-2′-deoxyuridine (EdU), a thymine analog, and click chemistry to measure incorporation in newly synthesized DNA [20]. We did not observe a difference in EdU-stained cells between wild-type and h2a.x roots (Fig. 1d), indicating that S-phase progression and cell proliferation are normal in h2a.x mutants. We also measured whether there was increased DNA damage in mutant roots using propidium iodide (PI) staining but did not observe any differences between WT and *h2a.x* (Fig. 1e). These observations are consistent with mutant phenotypes observed in other DNA damage pathway genes, such as ATM or ATR kinases, which only exhibit a phenotype under growth conditions that promote DNA damage [21].

We therefore grew *h2a.x* and segregating WT seeds on MS plates containing Bleomycin sulphate, which induces double strand breaks (DSB) in DNA. MS Bleomycin concentrations of 0.5 ng/ml were used to test primary root formation and 1 ug/ml to test true leaf formation, as root development was more sensitive to the drug. *h2a.x* mutant seedlings had a significant reduction in root length compared to WT (Fig. 1f and Additional file 1: Fig. S1b). True leaf formation rate was slightly reduced in *h2a.x* mutants (Fig. 1g). These data are consistent with previous findings, also showing aberrant true leaf and root growth in *h2a.x* double mutant seedlings grown under genotoxic stress [22]. Thus, a lack of *H2A.X* resulted in increased sensitivity of developing tissues to DNA damaging agents, showing that *H2A.X* is required for the response to DNA damage in Arabidopsis.

### H2A.X is widely expressed across Arabidopsis tissues, including in gamete companion cells

To investigate the role of *H2A.X* in Arabidopsis development, we analyzed its expression pattern in sporophytic and reproductive tissues. We generated translational fusion constructs between the *Green Fluorescent Protein (GFP)* gene and either the *HTA3* or *HTA5* genes, including their promoter sequences, and introduced them into WT Col-0 Arabidopsis plants using Agrobacterium mediated transfer, deriving three and four independent lines for each allele, respectively. GFP fluorescence was observed using confocal microscopy. Both HTA3 and HTA5 proteins were expressed in dividing cells of the sporophyte: First true leaves (Fig. 2a and b), the floral meristem (Fig. 2c), the adaxial leaf surface (Fig. 2d and e), root tips (Fig. 2f and g), petal tips (Fig. 2h) and root meristem (Fig. 2i), though HTA5 was more strongly expressed. In reproductive structures supporting gametophyte development, such as the ovule primordia (Fig. 2j), anthers (Fig. 2k and l), and developing ovules (Fig. 2m), HTA5 was predominant. In the next generation seed, both isoforms were present in the developing embryo (linear cot), but not in endosperm at this stage (heart) (Fig. 2n and o). Conversely, in gametophytic development, both isoforms were again expressed but HTA3 was the dominant isoform (Fig. 3). In the male gametophyte, both HTA3 and HTA5 were present in the microspore prior to mitosis. After Pollen Mitosis 1 (PMI) HTA3 was expressed in the generative and vegetative nucleus of bicellular pollen, and following Pollen Mitosis II (PMII), in both sperm cells and the vegetative nucleus of mature, tricellular pollen (Fig. 3a). HTA5 expression was also present in both the generative and vegetative nucleus following PMI, but was lost in the vegetative nucleus following PMII, in tricellular pollen (Fig. 3b). In the female gametophyte, egg cell expression was visible for both HTA3 and 5, but was weak, conversely, HTA3 expression was very striking in the central cell, where it persisted following fertilization in the first cell divisions of the developing endosperm (Fig. 3c and e). HTA5 expression was also observed in the central cell, but expression in the surrounding ovule tissue was more striking for this isoform (Fig. 3d).

### DME does not regulate H2A.X expression in the Arabidopsis gametophyte

Since *H2A.X* expression was prominent in the central and vegetative cells, specifically where DME-mediated demethylation and related BER activity takes place [10, 23], we reasoned that *H2A.X* expression may be regulated by promoter DNA methylation, whereby DME might demethylate *HTA3* and *HTA5* promoter sequences in the gametophyte, increasing expression of these transcripts. To test this hypothesis, we utilized wild-type plants hemizygous for the *HTA3:GFP* transgene, for which strong HTA3 expression could be observed in the central cell in ~ 50% of the developing ovules (Fig. 4). We crossed these plants with DME/*dme*-2 heterozygotes to derive DME/*dme*-2 plants that were also hemizygous for the *HTA3:GFP* transgene. A maternally inherited *dme*-2 mutation generates embryo abortion and seed lethality, so analysis of seed development is generally only possible in DME/*dme-2* heterozygotes. We then analyzed the incidence of HTA3:GFP expression in DME/*dme-2* mutants and their segregating wild-type siblings in the F2 population. In both DME/DME HTA3:GFP/- (Fig. 4a) and DME/*dme*-2 HTA3:GFP/-F2 (Fig. 4b) siblings we observed that ~ 50% of the female gametophytes within ovules produced a strong GFP signal, indicating that the loss of DME did not alter the expression of *H2A.X* in the Arabidopsis female gametophyte. Consistent with this, when we compared promoter DNA methylation for the H2A.X variants in Arabidopsis wild-type and *dme-2* mutant central cells and endosperm [11, 24], we found that *H2A.X* promoter methylation was low in both tissues, and unchanged in the *dme*-2 mutant (Additional file 1: Fig. S2a and S2b). Other H2A variant gene loci were also unmethylated in both wild-type and *dme-2* mutant central cell and endosperm, except for H2A.Z.4, which exhibited promoter methylation in central cell and endosperm, that increased in *dme-2* mutants, a hallmark of a DME-target promoter (Additional file 1: Fig. S2c).

### h2a.x mutant endosperm is hypomethylated genome-wide

To investigate whether changes in DNA methylation were present in *h2a.x*, we carried out genome-wide bisulfite sequencing (BS-seq) of manually dissected endosperm and embryo from homozygous *h2a.x* mutant and wild-type F1 seeds and their resulting seedlings, following self-pollination of homozygous *h2a.x* mutants and wild-type sibling plants. 

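Endosperm and embryo were collected from seeds 8 to 10 days after pollination, and the seedlings of both genotypes were profiled as well. Each of these 6 conditions had 1 library. The differences between genotypes therefore have no replicate check, and no p-value is given for them. In BS-seq, bisulfite turns unmethylated cytosines into thymines, so that cytosines left in the reads count as methylated. The authors mapped these reads to Col-0 and deposited, for every 50-bp window, the methylated and unmethylated calls in CG, CHG and CHH context with their fraction. The build is not named. The windows of chromosomes 1 to 5 end at the chromosome lengths of TAIR8, with the last window of chromosome 1 at 30432563. The endosperm libraries held 22253761 CG calls in WT and 32343464 in *h2a.x*. The embryo libraries held 23324844 and 21936362 calls, and the seedling libraries 18192886 and 17310130, in the same order. From these calls, windows with at least 10 calls in both libraries were compared, if one of them reached a fraction of 0.5 in CG, 0.4 in CHG or 0.08 in CHH, the limits of the paper's methods. Each mean difference is *h2a.x* minus WT, with a 95% interval from resampling 500-kb blocks of the genome. The interval covers variation between loci and counting error only. Peaks were read from a Gaussian kernel density with a bandwidth of 0.02. The annotation of genes and transposons on this build was not used here. In its place, windows were classed by WT embryo methylation. CHG-methylated blocks (15828 blocks, 10.9 Mb) stand for transposons and other heterochromatin, which carry CHG methylation in Arabidopsis. Blocks with CG methylation alone (8.86 Mb) stand for methylated gene bodies, and the remaining 99.4 Mb holds mostly sparsely methylated sequence. For these classes the calls of all windows with at least 10 calls in both libraries were pooled.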

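CG methylation of *h2a.x* and WT embryos lay close together. Over 176170 windows the mean CG fraction was 0.877 in WT and 0.881 in *h2a.x*. The mean difference was 0.00429 (95% interval 0.00256 to 0.00600), and its median and density peak were both 0. Windows at least 0.1 lower in *h2a.x* made up 15.2% of the total, and windows at least 0.1 higher made up 15.7%. When the calls of these windows were pooled, the difference was -0.00176, so that its sign depends on how windows are weighted.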

We observed that embryo DNA methylation in the *h2a.x* mutant was unchanged from wild-type, with the peak of fractional methylation difference at zero (Fig. 5a). However, DNA methylation of *h2a.x* mutant endosperm was reduced compared to wild-type in the CG context, with the fractional methylation difference peak shifted to the left (Fig. 5b).

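In endosperm the centre of the distribution lay lower in *h2a.x*. The mean CG fraction over 181624 windows was 0.727 in WT and 0.689 in *h2a.x*, a difference of -0.0385 (95% interval -0.0397 to -0.0372). The median was -0.0420 and the density peak -0.064. In *h2a.x*, 36.9% of windows were lower by at least 0.1 and 22.0% were higher by as much. Without the limit on methylation, which brings in the unmethylated part of the genome, the mean difference was -0.00935.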

To ascertain which endosperm loci were hypomethylated, we aligned our methylome data to the 5′ transcriptional start sites (TSS) and 3′ transcriptional end sites (TES) of genes and transposons, also including the *h2a.x* seedling methylome. 

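CG methylation in *h2a.x* endosperm was lower in each of the 3 classes of sequence examined. In CHG-methylated blocks, the stand-in for transposons, the pooled CG fraction was 0.627 in WT endosperm and 0.553 in *h2a.x* endosperm, a difference of -0.0738 (95% interval -0.0774 to -0.0386). In CG-only blocks, the stand-in for gene bodies, it was 0.609 and 0.572, a difference of -0.0376. In the rest of the genome it was 0.0999 and 0.0932. The lead of CHG-methylated blocks depends on how windows are weighted, on deep windows and on the definition of the classes. Averaged over windows, the difference was -0.0383 in CHG-methylated blocks and -0.0368 in CG-only blocks. Without windows of over 500 calls it was -0.0394 and -0.0372, and with classes taken from WT seedling the loss in CG-only blocks (-0.0412) was the larger. Both settings were chosen after seeing the data. In embryo the pooled difference was -0.0131 in CHG-methylated blocks, where calls thinned to equal depth gave 0.00319, -0.00565 in CG-only blocks and 0.0285 in the rest. Means of windows gave -0.0155 in CG-only blocks and 0.00524 in the rest, and thinned calls -0.0131 and 0.00654. The classes come from this same WT embryo library, which by itself can favour a loss in CG-only blocks and a gain in the rest. With classes from WT seedling these embryo differences were -0.00706 and 0.0450. In seedlings the pooled difference was -0.0116 in CHG-methylated blocks (-0.00252 as the mean of windows), -0.0114 in CG-only blocks (95% interval -0.0147 to -0.00870) and 0.00174 in the rest. Around the ends of 1043 CHG-methylated blocks of at least 2 kb, the endosperm difference was -0.0236 at 1 to 5 kb outside, -0.0299 within 1 kb outside, -0.0383 within 1 kb inside and -0.0424 at 1 to 5 kb inside. The matching differences inside the blocks were -0.00659 and -0.00702 in embryo, and 5.73e-05 and 0.000683 in seedlings. Over the 92701 windows compared in seedlings, the mean difference was -0.00375 (95% interval -0.00504 to -0.00249).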

Hypomethylation was present only in endosperm, and although also present in gene bodies and intergenic regions, was most striking in transposon bodies, (Fig. 5c and d). CHG and CHH methylation was also reduced in endosperm transposon bodies (Additional file 1: Fig. S3a-S3d). 

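Both non-CG contexts were lower in *h2a.x* endosperm. In CHG-methylated blocks the pooled CHG fraction was 0.450 in WT and 0.403 in *h2a.x*, a difference of -0.0465 (95% interval -0.0484 to -0.0368). The CHH fraction there was 0.128 in WT and 0.107 in *h2a.x*, a difference of -0.0206 (95% interval -0.0230 to -0.0183). Over all windows that passed the limits, the mean difference was -0.0464 in CHG (86775 windows) and -0.0328 in CHH (348233 windows). Relative to the WT level, CHH lost the larger part.

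**Figure D1:**
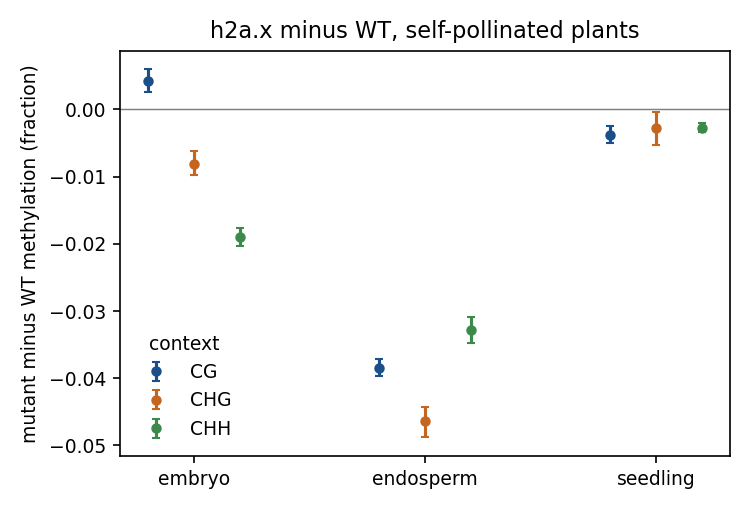
Mean h2a.x minus WT difference in methylation (fraction) over 50-bp windows in embryo, endosperm and seedling, by sequence context, 1 library per condition. Points are means and bars are 95% intervals from resampling 500-kb blocks. The endosperm points lie between -0.0464 and -0.0328.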

In *h2a.x* embryos, CHH methylation in TEs was decreased (Additional file 1: Fig. S3d). However, embryo CHH methylation increases steadily with time during embryo development [25] so it is likely the differences observed are technical, whereby mutant seeds were dissected slightly earlier in their development than wild-type. 

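CHH methylation of embryos was lower in *h2a.x*, and CHG methylation slightly lower. In CHG-methylated blocks, the CHH fraction was 0.192 in WT and 0.177 in *h2a.x* embryo, a difference of -0.0149 (95% interval -0.0166 to -0.0131). The CHG fraction in the same blocks was 0.585 and 0.571, respectively. The blocks were chosen by CHG methylation in this same WT embryo library, which by itself favours a higher WT value. Over 96342 windows, with the limits applied to both libraries alike, the mean CHG difference was -0.00805 and its density peak 0.002. Across the 418858 windows compared genome-wide, the mean CHH fraction was 0.216 in WT and 0.197 in *h2a.x*. All seeds share 1 range of days after pollination, so the stage of each library within it is not known.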

Consistent with this, CHH methylation in *h2a.x* seedlings, which derive directly from the embryo, was not different from WT (Additional file 1: Fig. S3d).

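In seedlings the CHH fraction of CHG-methylated blocks was 0.0844 in WT and 0.0810 in *h2a.x*. The difference of -0.00341 (95% interval -0.00420 to -0.00250) was smaller than in embryo or endosperm, although its interval does not include 0. The CHG fraction of these blocks was 0.330 and 0.326, with calls thinned to equal depth giving a difference of 0.000239 in place of -0.00396. From the rise of CHH methylation during embryo development, the paper proposes that mutant seeds were dissected slightly earlier, and it adds the seedlings to this reasoning.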

## H2A.X hypomethylation overlaps DME target loci

Inheritance of a maternal loss-of-function *dme* allele or a maternal loss-of-function *ssrp1* allele, which encodes one of the proteins in the FACT complex, result in striking phenotypes of seed abortion and developmental delay. Seed viability in homozygous *h2a.x* mutants, as well as in crosses from maternal *h2a.x* with wild-type Col-0 pollen, was normal, suggesting that DME- and DME-FACT- mediated DNA demethylation occurred normally in *h2a.x* mutant seeds, at least at PRC2 genes critical for seed viability. In wild type female gametophytes, the central cell genome undergoes genome-wide epigenetic remodeling. DME/DME-FACT-mediated DNA demethylation leads to a deeply hypomethylated maternal endosperm genome compared to embryo [8, 9, 11, 24]. To assess whether *h2a.x* mutant hypomethylated regions overlapped sites of canonical endosperm hypomethylation, we compared differential methylated regions between endosperm and embryo (EN-EM DMRs) in WT and *h2a.x* mutant seeds. 

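EN-EM DMRs were called within each genotype from the endosperm and embryo libraries of selfed plants. The thresholds are not given in the paper's text, so the ones used here are not the paper's. A window entered when both libraries had at least 10 CG calls, endosperm was at least 0.3 below embryo and a two-sided Fisher's exact test of the calls gave a p under 0.001. Windows within 300 bp were merged. Regions of at least 100 bp were kept if the pooled calls differed by at least 0.3 with a p under 1e-10. This test compares 2 libraries, not 2 conditions with replicates. Drops of 0.4, 0.5 and 0.6 were planted in calls simulated at the real depths, each call drawn independently. At the WT depths 76, 89 and 99 of 100 regions were found, and at the *h2a.x* depths 90, 94 and 99 of 100. False regions numbered 0. The drops were planted only in methylated windows with at least 10 calls in every selfed seed library. In WT endosperm, 828027 of 1484701 covered windows had that many CG calls. These shares therefore overstate recovery across the genome and can understate the gap in depth between genotypes. Independent draws cannot give the rate of false regions in real libraries.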

There were 4,451 hypo-EN-EM DMRs between WT endosperm vs embryo, covering about 1.3 M bps. In contrast, 7,526 hypomethylated EN-EM DMRs were identified between *h2a.x* endosperm and embryo, covering 2.7 M bps in length, more than double the area of the wild-type hypomethylated EN-EM DMRs (Fig. 6a).

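WT endosperm was hypomethylated relative to embryo in 2398 EN-EM DMRs, which together covered 0.748 Mb. Their pooled CG fraction was 0.922 in embryo and 0.382 in endosperm. The median DMR was 250 bp long. In the opposite direction, 2 regions were more methylated in endosperm.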

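In *h2a.x* seeds, 4917 hypomethylated EN-EM DMRs covered 1.68 Mb. The count was 2.05 times that of WT and the covered length 2.24 times. Their CG fraction was 0.922 in *h2a.x* embryo and 0.390 in *h2a.x* endosperm, and 0 regions were more methylated in endosperm. The *h2a.x* endosperm library is the deepest of the seed libraries, and depth adds DMRs. When the calls of all 4 seed libraries were thinned to the same depth in every window, the ratio of *h2a.x* to WT counts was between 1.44 and 1.56 over 10 random thinnings.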

Since many wild-type EN-EM DMRs are a result of DME activity in the central cell, we measured the overlap between *h2a.x* EN-EM DMRs and DME targets, finding that of the 7526 *h2a.x* EN-EM DMRs, 4692 (62%) overlapped with canonical DME target loci [8]. We therefore delineated the hypomethylated *h2a.x* EN-EM DMRs according to whether they overlapped WT embryo-endosperm DMRs (including DME targets) (n = 3238), and those that were novel *h2a.x* specific DMRs (n = 4357; Fig. 6a and b). 

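Of the *h2a.x* EN-EM DMRs, 1706 (34.7%) overlapped a WT EN-EM DMR by at least 1 bp and 3211 (65.3%) did not. The *h2a.x*-only DMRs had a pooled CG fraction of 0.396 in *h2a.x* endosperm and 0.502 in WT endosperm. In embryo they stood at 0.916 in *h2a.x* and 0.863 in WT. The same 4 libraries defined these regions, so part of the difference between genotypes there is built in. WT endosperm was already below WT embryo in these regions, with a median difference of -0.391, against -0.560 in *h2a.x*. In 95.2% of them WT endosperm lay at least 0.15 below WT embryo, against 63.0% of random regions of the same length and *h2a.x* embryo methylation, whose median difference was -0.192. This background was chosen after the *h2a.x*-only value was seen. Where the term was kept for regions with a WT difference above -0.15, 155 remained. The longest *h2a.x*-only DMR covers 1650 bp of chromosome 2, from 3031401 to 3033050 in the coordinates of the files, whose build is not named and whose chromosome ends match TAIR8 lengths. Its CG fraction was 0.605 in WT endosperm (420 calls) and 0.427 in *h2a.x* endosperm (558 calls). The next, on chromosome 3 from 17109151 to 17110750, stood at 0.530 and 0.309. On chromosome 1, the regions from 21613001 to 21614500 and from 8779301 to 8780650 went from 0.454 to 0.319 and from 0.605 to 0.492. The last of the 5 longest, on chromosome 1 from 19027301 to 19028650, was at 0.367 in WT endosperm and 0.432 in *h2a.x* endosperm. There WT embryo stood at 0.826 and *h2a.x* embryo at 0.944.

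**Figure D2:**
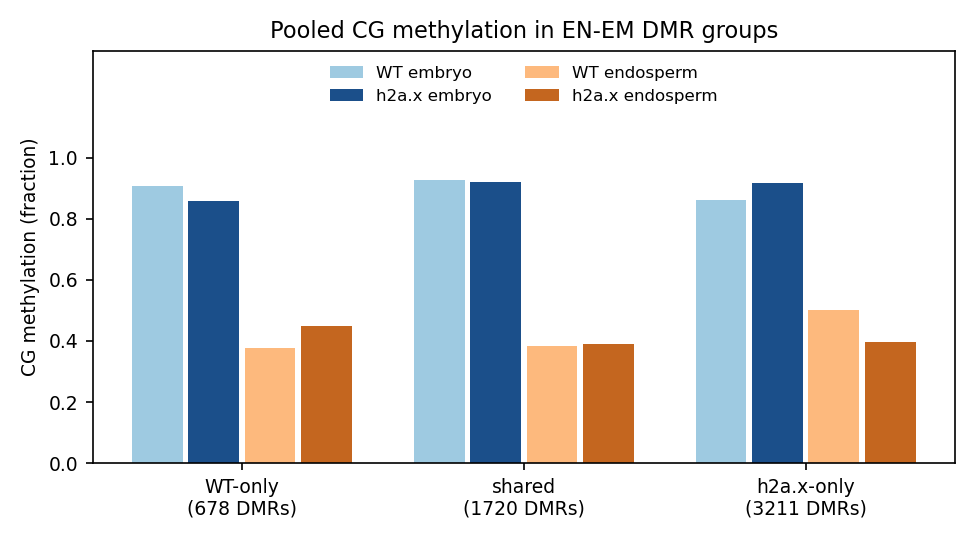
Pooled CG methylation (fraction) of the 4 selfed seed libraries in EN-EM DMRs called in WT alone, in both genotypes and in h2a.x alone, 1 library per bar. WT endosperm stands at 0.502 in the h2a.x-only group, below both embryo bars. The same 4 libraries defined the groups.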

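The reverse overlap left 678 WT EN-EM DMRs (28.3% of the WT set) with no *h2a.x* counterpart, against 1720 (71.7%) that overlapped one. In the WT-only regions the CG fraction was 0.377 in WT endosperm and 0.449 in *h2a.x* endosperm, and 0.907 and 0.858 in the 2 embryos. In the shared regions the endosperm fractions were 0.383 in WT and 0.390 in *h2a.x*.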

There was also a group of WT DMRs which were only differentially methylated between WT embryo and endosperm (n = 1213). 

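Most EN-EM DMRs of both genotypes were 100 to 500 bp long, 2125 of the WT set (88.6%) and 4118 of the *h2a.x* set (83.8%). Regions of over 500 bp to 1 kb numbered 242 (10.1%) in WT and 694 (14.1%) in *h2a.x*. Regions of over 1 kb to 1.5 kb numbered 28 (1.17%) and 82 (1.67%), and longer ones 3 (0.125%) and 23 (0.468%). With calls thinned to equal depth, DMRs of over 500 bp to 1 kb made up 7.38% of the WT set and 7.36% of the *h2a.x* set, and those of 100 to 500 bp made up 92.0% and 91.8%.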

We delineated DMRs by size (0.1 kb->1.5 kb) and found that *h2a.x* EN-EM DMRs were represented across all size classes, with similar proportions of size classes to wild-type (Fig. 6c).

Since *h2a.x* hypomethylation overlapped DME targets, we next assessed whether the *h2a.x* mutation affected DME activity in the central cell. Maternal *h2a.x* mutant plants in the Columbia ecotype were pollinated with wild-type L*er* pollen, and BS-seq with embryo and endosperm from manually-dissected mutant and segregating wild-type seeds carried out, sorting resulting reads according to their parental ecotype. In this way, the maternal endosperm genome can be used as a proxy for the central cell genome. 

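The crosses of WT and *h2a.x* mothers with L*er* pollen gave 1 embryo and 1 endosperm library each. The labels of the WT crosses name both a segregating WT mother and Col-0. The authors deposited the sorted calls as separate Col and L*er* fractions per 50-bp window, here read as the maternal and the paternal allele. Reads can be sorted only where they hold a difference between the ecotypes, so these libraries are far shallower than the selfed ones. Endosperm had 1340141 maternal and 564431 paternal CG calls in WT x L*er*, and 1081488 and 458578 in *h2a.x* x L*er*. Embryo had 439050 and 430719 in WT x L*er*, and 692972 and 675380 in *h2a.x* x L*er*. The maternal share of sorted calls was 70.4% in WT and 70.2% in *h2a.x* endosperm, whose cells hold 2 maternal genomes and 1 paternal genome. In the embryos it was 50.5% and 50.6%. The comparison of windows followed the same limits as in selfed seeds.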

Here, the kernel density methylation plot peak is close to zero, but slightly negative, indicating that the maternal endosperm genome is hypomethylated (Fig. 6d, green trace and Fig. 5b). 

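The maternal allele of endosperm was less methylated in *h2a.x* x L*er* than in WT x L*er*. Over 1664 windows the mean CG fraction was 0.729 in WT and 0.669 in *h2a.x*, a difference of -0.0593 (95% interval -0.0704 to -0.0488). The median was -0.0625, while the density peak lay at -0.003. Of these windows, 41.1% were lower in *h2a.x* by at least 0.1 and 22.1% were higher by at least 0.1.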

We then specifically looked at maternal DME and shared DME-FACT loci, but these peaks also lay close to zero, with no striking skewing observed (Fig. 6d, red and orange traces, respectively). This indicates that whilst *h2a.x* hypomethylated loci do overlap some DME and DME-FACT targets, the *h2a.x* mutation does not affect DME/FACT targeting or activity at their canonical sites.

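Lists of DME and DME-FACT loci were not used here, and the WT EN-EM DMRs called from the selfed libraries stand in for them. On the maternal allele of endosperm, 348 windows in these DMRs had a mean CG fraction of 0.219 in WT and 0.173 in *h2a.x*. The difference was -0.0457 (95% interval -0.0673 to -0.0253), with a density peak at -0.003. The 210 WT EN-EM DMRs whose maternal allele was at least 0.3 below the paternal allele in WT x L*er* endosperm gave -0.0518 over 126 windows. In windows outside WT EN-EM DMRs, with no limit on methylation, the difference was -0.00907. The level limit of the paper's plots leaves 52 windows in the DMRs, which gave -0.169 with a density peak at -0.368, and 1612 windows outside them, which gave -0.0558 with a peak at -0.003. From peaks close to zero at its DME and DME-FACT loci, the paper concludes that *h2a.x* leaves the targeting and activity of DME and FACT at these sites intact.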

### h2a.x mutant endosperm hypomethylation occurs post-fertilisation

Since the maternal *h2a.x* endosperm allele was hypomethylated, yet H2A.X is not expressed in wild type endosperm, (Fig. 2p) we next sought to investigate whether *h2a.x*-mediated methylation loss originated in the maternal gametophyte. Consistent with this idea, both *H2A.X* isoforms are strongly expressed in the wild-type central cell (Fig. 3c and d). Using data from the F1 crosses outlined above, where maternal *h2a.x* mutant plants in the Col-0 ecotype were pollinated with wild-type L*er* pollen, we next plotted both maternal and paternal CG methylation. 

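In F1 embryos the mean difference between *h2a.x* and WT lay close to 0 on both alleles. The maternal allele had a mean CG fraction of 0.845 in WT and 0.842 in *h2a.x* over 399 windows, with a difference of -0.00353 (95% interval -0.0247 to 0.0205). The paternal allele was at 0.887 and 0.881 over 586 windows, a difference of -0.00617 (95% interval -0.0187 to 0.00761). Both medians were 0 and the density peaks lay at 0 and 0.001. The maternal value depends on the deepest windows, with -0.0503 for pooled calls and -0.0430 for windows of at least 20 calls.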

In *h2a.x* embryos, both maternal and paternal allele CG methylation is identical to WT (peak aligns on zero, Fig. 7a), consistent with our observations in self-pollinated *h2a.x* mutants (Fig. 5a). However, in endosperm, a slight shift is visible towards the left, indicating mutant hypomethylation is present on both maternal and paternal endosperm alleles (Fig. 7b). This indicates that whilst maternal allele hypomethylation may be inherited from the central cell, hypomethylation of the wild type paternal allele is also present. 

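The paternal allele of F1 endosperm, which comes from a wild-type father, was less methylated in seeds of *h2a.x* mothers. Its mean CG fraction was 0.779 in WT and 0.748 in *h2a.x* over 385 windows, a difference of -0.0301 (95% interval -0.0466 to -0.0153). The median was -0.0216 and the density peak -0.01. The intervals of the maternal and paternal differences do not overlap, but the difference between the alleles was not tested, since they were compared over different windows. Against the same WT x L*er* library, the paternal allele was higher in the *H2A.X-g3* and *H2A.X-g5* crosses described below, by 0.0409 and 0.0209. Differences of similar size thus occurred in the other direction between single libraries. From the loss on the wild-type paternal allele, the paper reasons that part of the hypomethylation arises after fertilization.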

Paternal allele hypomethylation must manifest post-fertilization, i.e. due to a reduction in CG methylation efficiency or maintenance. To ascertain which parental loci were hypomethylated, we again aligned our methylomes to the TSS/5′ and TES/3′ ends of genes and transposons (Fig. 7c–f and Additional file 1: Fig. S4a-S4d). 

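In F1 endosperm the maternal allele was lower in all 3 classes of sequence, and the paternal allele in CG-only blocks and in the rest. In CHG-methylated blocks, the stand-in for transposons, the maternal CG fraction was 0.586 in WT and 0.527 in *h2a.x* (difference -0.0596, 95% interval -0.0742 to -0.0434). The maternal difference was -0.0421 in CG-only blocks and -0.00503 in the rest. On the paternal allele, CHG-methylated blocks stood at 0.634 in WT and 0.630 in *h2a.x*, a difference of -0.00315 (95% interval -0.0367 to 0.0251) over 155 windows. Other treatments of these blocks gave larger losses, -0.0152 as the mean of windows, -0.0210 with at least 1 call and -0.0255 with thinned calls. In CG-only blocks the paternal difference was -0.0384 (95% interval -0.0471 to -0.0146), with -0.0221 (95% interval -0.0467 to 0.0137) as the mean of windows, and in the rest -0.0406 (95% interval -0.0550 to -0.00994), where the mean of windows gave -0.0111, thinned calls -0.0191 and at least 1 call -0.00652. In F1 embryo, the interval in CHG-methylated blocks was -0.122 to 0.0165 on the maternal allele and -0.0325 to 0.00321 on the paternal allele. Both include 0. In the rest of the genome F1 embryo was higher in *h2a.x*, by 0.0244 on the maternal and 0.0254 on the paternal allele, and calls thinned to equal depth gave -0.0120 and -0.00378.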

As in the previous analysis, CG methylation in embryo is not different from wild-type in heterozygous *h2a.x* mutant gene and transposon bodies, but both maternal and paternal endosperm alleles are hypomethylated in genes, intergenic regions and TEs, with hypomethylation in TE bodies being most visible. CHG methylation is the same in wild-type and *H2A.X/h2a.x* mutant embryo and endosperm (Additional file 1: Fig. S4e-S4h) whereas CHH methylation is decreased on both parental alleles, in both *H2A.X/h2a.x* embryo and endosperm (Additional file 1: Fig. S4i-S4l).

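CHH methylation of CHG-methylated blocks was lower in *h2a.x* x L*er* on both alleles of both tissues. In embryo it was 0.191 in WT and 0.163 in *h2a.x* on the maternal allele, and 0.166 and 0.144 on the paternal allele. In endosperm it was 0.126 and 0.111 on the maternal allele. The difference on the paternal endosperm allele was -0.00622 (95% interval -0.00993 to -0.00354), from 0.112 to 0.106, with -0.0106 as the mean of windows and -0.0125 with at least 1 call. CHG methylation of these blocks was also lower. In endosperm it was 0.363 in WT and 0.338 in *h2a.x* on the maternal allele, a difference of -0.0253 (95% interval -0.0381 to -0.0125), and the paternal difference was -0.0196. In embryo the CHG differences were -0.0513 (95% interval -0.0848 to -0.00518) on the maternal allele and -0.0223 on the paternal allele. They rest on 120 and 209 windows, and the mean of windows gave -0.0157 for maternal embryo and -0.00785 for paternal endosperm.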

*H2A.X* is encoded by two almost identical isoforms, HTA3 and HTA5. 

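Seeds from plants that are homozygous for the mutation in one of the 2 *H2A.X* genes and heterozygous in the other were profiled after a cross to L*er*. *H2A.X-g3* mothers lack *HTA3* and keep 1 copy of *HTA5*, and *H2A.X-g5* mothers lack *HTA5* and keep 1 copy of *HTA3*. Both crosses gave 1 endosperm library. An *H2A.X-g3* embryo library is also among the samples. The sorted CG calls numbered 2560891 maternal and 1321137 paternal in *H2A.X-g3* endosperm, and 2233488 and 1140278 in *H2A.X-g5* endosperm. In the *H2A.X-g3* embryo they numbered 1551142 and 1529113. The WT x L*er* libraries serve as the reference for these and for the *h2a.x* cross, so that chance differences of WT enter every one of the comparisons. The maternal share of sorted calls was 66.0% in *H2A.X-g3* and 66.2% in *H2A.X-g5* endosperm, lower than in the other 2 endosperm crosses. In windows with at least 5 calls on each allele the order turned, with 59.5% and 59.2% against 56.8% in WT and 54.5% in *h2a.x*. That limit also took the embryo share from 50.5% to 43.2% in WT, and from 50.4% to 48.0% in the deeper *H2A.X-g3* library. The turned order therefore cannot be told apart from an effect of depth.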

To determine whether one isoform may have an effect independent of the other, we dissected developing seeds from both *hta3/hta3 hta5/+* (*H2A.X-g3*) and *hta3/+ hta5/hta5* mutants (*H2A.X-g5*), crossed to L*er*, so that the sporophyte had one remaining copy of one of the isoforms, but both *H2A.X* isoforms are lost in ½ of the gametophytes. Following BS-seq, we determined that both isoforms act redundantly, whereby endosperm methylation was not substantially affected in either *hta3/hta3 hta5/+* or *hta5/hta5 hta3/+* seeds (Fig. 7g, H2A.X-g3 and H2A.X-g5, kdensity peaks on zero) compared to hypomethylated *h2a.x* double mutant endosperm (Fig. 7g, h2a.*x* peak shifted to the left).

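Over windows that passed the limits, maternal CG methylation of endosperm stood close to WT in *H2A.X-g3* and below it in *H2A.X-g5*, with both density peaks near 0. In *H2A.X-g3* the mean over 4447 windows was 0.743 in WT and 0.754 in the mutant, a difference of 0.0112 (95% interval 0.00255 to 0.0189) with a peak at 0.004. Without the limit on methylation this difference was -0.00223. In *H2A.X-g5* the mean over 4100 windows was 0.751 in WT and 0.720 in the mutant, a difference of -0.0309 (95% interval -0.0419 to -0.0209) with a peak at 0 and a median of -0.0121. The paternal allele was higher than in WT in both, by 0.0409 in *H2A.X-g3* and 0.0209 in *H2A.X-g5*. Whether these differences are distinct from that of the *h2a.x* cross was not tested. In the EN-EM DMRs shared by the selfed genotypes, maternal endosperm stood at 0.213 in WT, 0.179 in *h2a.x*, 0.123 in *H2A.X-g3* and 0.0980 in *H2A.X-g5*. *H2A.X-g3* and *H2A.X-g5* thus lay further below WT there than *h2a.x* did. The same WT x L*er* library is the reference for the maternal *h2a.x* difference of -0.0457 at WT EN-EM DMRs. From peaks on zero in both genotypes, the paper concludes that the isoforms act redundantly.

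**Figure D3:**
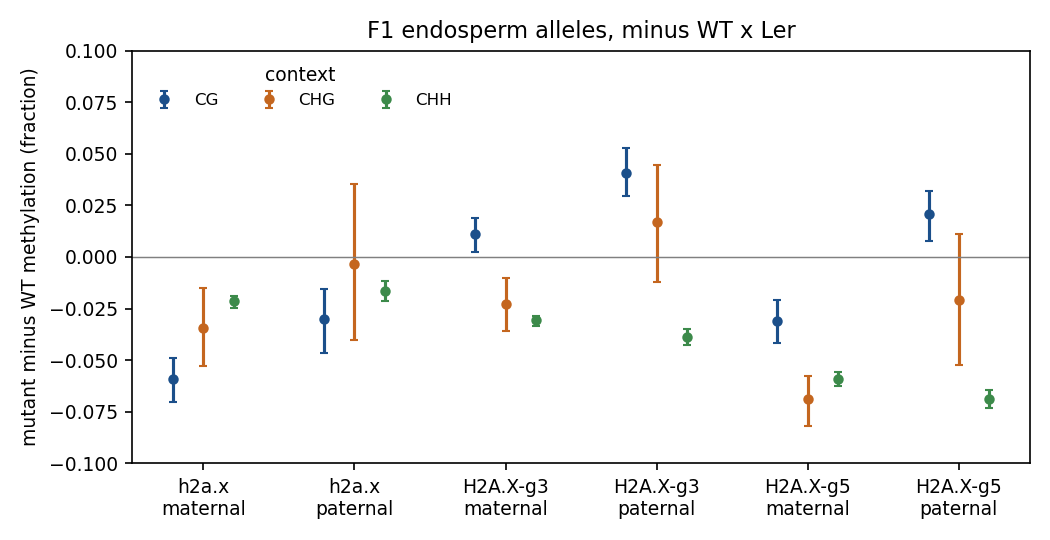
Mean mutant minus WT difference in methylation (fraction) on the maternal and paternal alleles of F1 endosperm, by genotype of the mother and sequence context, 1 library per genotype. Points are means over 50-bp windows and bars are 95% intervals from resampling 500-kb blocks. The maternal CG points lie at -0.0593, 0.0112 and -0.0309 in h2a.x, H2A.X-g3 and H2A.X-g5.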

### h2a.x hypomethylation is widespread in intergenic DNA

To assess if *h2a.x* endosperm hypomethylated loci are associated with particular chromatin states, we used published histone marks and genomic characteristics that topologically group the Arabidopsis genome into nine distinct chromatin states [26] and used them to compare methylation differences between homozygous *h2a.x* vs wildtype endosperm. 

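The map of chromatin states was not used here, and the classes made from WT embryo methylation describe the DMRs in its place. Of the windows in *h2a.x*-only DMRs, 43.4% lay outside both kinds of methylated block, 29.7% in CHG-methylated blocks and 26.9% in CG-only blocks. In DMRs shared with WT these shares were 31.8%, 31.5% and 36.7%. Among the 137796 methylated windows in which a DMR could be called, they were 31.7%, 32.0% and 36.4%. Relative to those windows, *h2a.x*-only DMRs held 1.37 times the share outside methylated blocks, 0.928 times the share in CHG-methylated blocks and 0.740 times the share in CG-only blocks. The classes come from WT embryo, which stood at 0.863 in *h2a.x*-only DMRs against 0.916 in *h2a.x* embryo, and this choice by itself places more of their windows outside the blocks. The shares of DMRs also count windows with few calls, which the 137796 leave out, so the ratios do not compare like sets. The class outside the blocks is not the same as intergenic sequence, since no gene positions enter it.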

For the hypomethylated EN-EM DMRs specific to *h2a.x*, the majority reside in non-coding, intergenic sequences, including distal promoters (chromatin state 4, Fig. 8a) and AT-rich heterochromatic regions (chromatin states 8 and 9, Fig. 8a), consistent with what we observed in TE metaplots (Fig. 5c and d, Fig. 7e and f). In addition, when we used fractional methylation differences to analyse the chromatin states of hypomethylated loci unique to the *h2a.x* mutant, i.e. not including those present in between wild-type embryo and endosperm, chromatin states 4 and 8 exhibit the largest shift (Fig. 8b and c). These data indicate that the novel, *h2a.x*-specific EN-EM DMRs lie primarily in chromatin states 4, 8 and 9.

In order to gain resolution on DMR location, we aligned wild-type and *h2a.x* DMR coordinates according to 5′ and 3′ ends of genes, which revealed that *h2a.x* hypomethylation is enriched in intergenic regions, consistent with its enrichment in chromatin states 4 and 8 (Fig. 8d). To further characterize the location of *h2a.x* EN-EM DMRs, we plotted their co-ordinates across the Arabidopsis genome in 300 kb bins (see Methods and Materials; Fig. 8e). This analysis showed that *h2a.x* EN-EM DMRs in general mirror the distribution of wild-type EN-EM DMRs, which are enriched in pericentric heterochromatin (Fig. 8e). 

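Counted in 399 bins of 300 kb, EN-EM DMRs of the 2 genotypes rose and fell together along the chromosomes. The correlation across bins, which are not independent replicates, was 0.935 (Pearson) and 0.902 (Spearman) between WT and *h2a.x* counts. Between WT and *h2a.x*-only counts it was 0.842 and 0.806. In the 51 bins with at least 0.3 of their length in CHG-methylated blocks, which mark heterochromatin, WT had 13.4 and *h2a.x* 26.5 DMRs per bin. The other 348 bins had 4.93 and 10.2. The ratio of *h2a.x* to WT counts was 1.98 in the CHG-rich bins and 2.08 elsewhere. CHG-rich bins also hold more methylated windows in which a DMR can be called, and per such window they held 0.945 times the expected share of the DMRs shared by the genotypes.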

To determine whether the *h2a.x* endosperm hypomethylation represented novel sites of demethylation, or resulted from increased demethylation at already demethylated sites (e.g., resulting in longer DMRs), we took a locus-specific approach, using the IGV genome browser to view aligned methylation data and DMRs (Fig. 8f). 

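Of the *h2a.x* EN-EM DMRs, 3136 (63.8%) had no WT EN-EM DMR within 300 bp. With calls thinned to equal depth the share was 63.9%. The share without an overlapping WT DMR was 65.3%. Calls simulated at the real depths with the same fractions in both genotypes left 51.2% of *h2a.x* DMRs without such an overlap, and 56.7% with one proportional loss in *h2a.x* endosperm. Only 3.11% of the set had no WT DMR nearby and a WT endosperm minus embryo difference above -0.15. Where 1 WT DMR and 1 *h2a.x* DMR overlapped, their lengths were compared in 1629 pairs. The *h2a.x* region was longer in 820, the WT region in 417, and 392 were of equal length, with medians of 350 bp in *h2a.x* and 300 bp in WT. After thinning, 533 pairs were left, of which 180 were longer in *h2a.x*, 156 longer in WT and 197 equal, and both medians were 250 bp.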

The majority of *h2a.x*-specific hypomethylation represented stand-alone, novel DMRs (red outline). *h2a.x* DMRs overlapped DME-mediated wild-type endosperm/embryo DMRs (green outline), but did not make them longer.

## Discussion

*H2A.X* is one of the H2A variants in higher eukaryotes and differs from canonical H2A by its rapid phosphorylation to y-*H2A.X* in response to DNA double-strand breaks. Unmodified *H2A.X* is ubiquitously expressed and distributed throughout the genome as a component of nucleosome core structure, estimated to represent approximately 10% of H2A variants present in chromatin at any given time [27–30]. We show that H2A.X is widely expressed in Arabidopsis newly developing tissues and reproductive cells, including the companion cells of the male and female gametophytes the vegetative and central cells, respectively. Loss of H2A.X results in endosperm hypomethylation at intergenic regions and in heterochromatic TEs.

It was previously shown that the *HTA3* and *HTA5* gene promoters exhibited differences in activity, with *HTA5* observed to be less active in the floral bud [31]. Consistent with this, we show that whilst HTA5 is the predominant protein isoform expressed in the sporophyte, HTA3 predominates in the developing gametophytes, though both are highly expressed in pollen. One explanation for H2A3/5 high expression in the vegetative and central cells is that DME activity creates AP sites during BER, that may lead to the formation of double strand breaks, thereby requiring high levels of H2A.X [19]. Intriguingly, however, in heterochromatin, the mechanism of DNA repair is different; an H2A.W variant, H2A.W.7 is phosphorylated by ATM to initiate the response in constitutive heterochromatin to DNA damage [22].

We observed a significant increase in root hair length in *h2a.x* mutants compared to wild-type in the absence of any DNA damaging conditions. Intriguingly, reduction in H2A.Z incorporation into chromatin also results in an increase in root hair length, since the altered chromatin state mimics phosphate deficiency - activating a phosphate deficiency response gene locus [32, 33]. Similarly, *h2a.x* mutations may indirectly affect the expression of root hair-growth genes [34–36]. Alternatively, defective *H2A.X* expression may also cause nutrient-stress, resulting in the modulation of genes involved in root hair growth.

We identified hypomethylation on both male and female endosperm alleles in hybrid maternal *h2a.x* mutants crossed to paternal wild-type F1, meaning that hypomethylation manifests post-fertilization, at least on the paternal allele. On the maternal allele, both pre- and post-fertilization DNA methylation dysregulation may be present. Hypomethylation was also confined to endosperm, whereas *h2a.x* embryo was normally methylated. Endosperm is a triploid tissue, with distinct higher-order chromatin structure compared to other tissues, being less condensed, and subsequently featuring increased trans-chromatin interactions, increased expression of TEs, and encroachment of heterochromatin into euchromatic regions [37, 38]. Endosperm is also the site of parental competition for generational resources, in part reflected in the activities of DME and FACT in the central cell, which confer deep hypomethylation. As such, the chromatin environment of the central cell and endosperm may in turn impact DNA methylation homeostasis in *h2a.x* null tissues differently to embryo.

Our *h2a.x* EN-EM DMR analyses revealed the following characteristics of *h2a.x*-specific hypomethylated DMRs: enriched in chromatin states 4, 8 and 9 [26] and located in TEs, pericentric heterochromatin and intergenic regions. Chromatin states 4 and 8 are strikingly enriched in intergenic DNA (66.2 and 58.2%, respectively, [26]. Chromatin state 4 is also characterized by the presence of histone variants H3.3 and H2A.Z, and high levels of H3K27me3, but is not highly associated with active transcription, and likely to contain distal promoters and regulatory elements. Chromatin states 8 and 9 are highly enriched in TEs, and feature H3.1, H3K9me2, and H3K27me1 enrichment, and although state 8 is a transitional, more decondensed state, they both represent Arabidopsis heterochromatin [26].

The mechanism of DNA methylation loss in *h2a.x* endosperm remains unclear. The *h2a.x* hypomethylated DMRs represent regions that are not normally demethylated during seed development. Potentially, H2A.X could function in wild-type cells to exclude DME from these regions; preventing inappropriate remodeling of regulatory DNA and heterochromatic TEs. As such, when H2A.X is lost, DME may demethylate further sites in the central cell, contributing to endosperm hypomethylation, specifically of the maternal allele. However, in human cells, H2A.X phosphorylation destabilises chromatin structure, increasing its accessibility [16]. Nucleosome cores are crucial for nuclear DNA organization and function, and lost H2A.X is likely quickly replaced by other H2A variants, such as H2A.Z, H2A.W, or by canonical H2A. The replacement of H2A.X with variants that cannot be phosphorylated, may therefore reduce chromatin access, for example, to DNA methyltransferases, resulting in comparative hypomethylation.

In conclusion, we demonstrate that *H2A.X* is expressed widely in developing Arabidopsis tissues and gamete companion cells, and show that the DNA damage response is impaired in *h2a.x* mutant roots and seedlings. We show that *h2a.x* mutant endosperm exhibits DNA hypomethylation at intergenic regions and heterochromatic TEs, creating a large number of endosperm-embryo DMRs, not present in wild-type. We speculate that *h2a.x* mediated hypomethylation may be due to an increase in DME targeting to non-canonical sites, or a loss of chromatin accessibility to methyltransferases.

## Conclusions

In this study, we examined the effect of *h2a.x* double mutants on genome-wide methylation patterns between embryo and endosprm, as well as between maternal and paternal alleles, compared to wild type. Hypomethylation was observed in the *h2a.x* endosperm, but not in the embryo or seedling. This hypomethylation was present on both maternal and paternal alleles, suggesting that hypomethylation occurs after fertilization, at least on paternal allele of *h2a.x* mutant endopserm. While the expression patterns and methylation targets of H2A.X ovelap with those of DME, other loci including heterochromatic transposons and intergenic sequences that are non-DME or non-DME-FACT canonical sites, are also hypomethylated in *h2a.x* mutant endopserm. In summary, our findings suggest that H2A.X palys a role in preserving the balance of DNA methylation within its unique target sites, which represent distinctive chomomation states in Arabidopsis endopserm.

## Methods and Materials

### Plant materials and growth conditions

Wild type and *h2ax* mutant Arabidopsis seeds were bleached and sown onto Murashige and Skoog plates, followed by cold treatement in the dark at 4 degrees C for 3 days, and two weeks growth in a light chamber, before transplantation onto soil. Seedlings were grown in a greenhouse with a long-day photoperiod (16 h light, 8 h dark). Seed stocks of T-DNA insertion mutants (SALK_012255 in HTA3 and SAIL_382_B11/CS873648 in HTA5, Fig. 1a) in the Columbia-0 (Col-0) background were obtained from the ABRC stock center. Mutant alleles were, backcrossed five times to wild-type, and finally crossed to obtain double *hta3/hta3; hta5/hta5* null plants, designated *h2a.x*, as well as segregating wild-type siblings. Both T-DNA insertion alleles have been studied and validated in recent reports [22, 39].

### Edu cell proliferation assay

5-ethynyl-2′-deoxyuridine (EdU) staining using an Invitrogen Click-iT^™^ EdU Alexa Fluor^™^ 488 HCS Assay (C10350) was performed based on Kotokany et al. (2010) [20] to detect S phase cells. Seeds were grown in MS media vertically for 3 days. Seedlings were collected in MS solution containing 1μM Edu and incubated at 22°C for 30 minutes. Samples were fixed in 4%(w/v) formaldehyde solution in phosphate-buffered saline (PBS) with 0.1% Triton X-100 for 30min, and washed three times with PBS each for 5 minutes. The samples were incubated in Edu detection cocktail solution at room temperature for 30 minutes in the dark, and washed with the Click-iT^®^ rinse buffer and then three times with PBS. The photos were taken using confocal microscopy (LSM700, Zeiss).

### Propidium Iodide (PI) staining

Propidium Iodide (PI, P-4170, sigma) staining was used to detect cell death and show anatomy of the roots. The samples were stained with working PI solution (5ml PI solution in 1ml of distilled water) at room temperature for 30s and washed with distilled water on slide glass.

### Observation of root hair phenotypes

A stereomicroscope (M205 FA, Leica) was used for the observation of root hair phenotypes. Root hair length was measured as previously described by [40] with slight modifications as in the [41].

#### H2A.X expression localization

HTA3 and HTA5 GFP fuson proteins were cloned alongside a hygromycin resistance casette using a Gibson assay (Invitrogen) and F1 seeds screened on MS containing hygromycin. F1 plants were screened manually using a fluorescence microscope and seeds collected from plants expressing GFP. F2 seeds were grown on hygromycin and selected if we identified segregation of the resistance allele, indicating the presence of a single copy transgene. F3 plants were then used for confocal microscopy.

### DNA damage assay

Segregating WT and *h2a.x* homozygous mutant Arabidopsis seeds were planted on MS containing 0.5ug/ml bleomycin sulphate and grown vertically for 14 days under long day conditions, before measuring root length. MS without bleomycin was used as a control. Values are from three independent experiments each including 15 seedlings for each genotype. True leaf assay was performed as previously described with 10-day-old seedlings [42].

### Isolation of Arabidopsis endosperm and embryos

Segregating WT and *h2a.x* mutant Arabidopsis flower buds were either allowed to self, or emasculated at flower stage 12–13 using fine forceps and pollinated with L*er* pollen 48 hours later. Eight to ten days after pollination (DAP) developing F1 seeds (linear to bending cotyledon stage) were immersed in dissection solution (filter-sterilized 0.3 M sorbitol and 5 mM pH 5.7 MES) on sticky tape and dissected by hand under a stereo-microscope using fine forceps (Fine Science Tools, Inox Dumont #5) and insect mounting pins. The seed coat was discarded, and debris removed by washing collected embryos or endosperm five to six times with dissection solution under the microscope.

### Bisulfite sequencing library construction

As described previously, genomic DNA was isolated from endosperm and embryo [11]. Bisulfite sequencing libraries for Illumina sequencing were constructed as in [8] with minor modifications. In brief, about 50 ng of genomic DNA was fragmented by sonication, end repaired and ligated to custom-synthesized methylated adapters (Eurofins MWG Operon) according to the manufacturer’s instructions for gDNA library construction (Illumina). Adaptor-ligated libraries were subjected to two successive treatments of sodium bisulfite conversion using the EpiTect Bisulfite kit (Qiagen) as outlined in the manufacturer’s instructions. The bisulfite-converted library was split between two 50 ul reactions and PCR amplified using the following conditions: 2.5 U of ExTaq DNA polymerase (Takara Bio), 5 μl of 10X ExTaq reaction buffer, 25 μM dNTPs, 1 μl Primer 1.1 and 1 μl multiplexed indexing primer. PCR reactions were carried out as follows: 95°C for 3 minutes, then 14–16 cycles of 95 °C 30 s, 65 °C 30 s and 72 °C 60 s. Enriched libraries were purified twice with AMPure beads (Beckman Coulter) prior to quantification with the Qubit fluorometer (Thermo Scientific) and quality assessment using the DNA Bioanalyzer high sensitivity DNA assay (Agilent). Sequencing on either the Illumina HiSeq 2000/2500 or HiSeq 4000 platforms was performed at the Vincent J. Coates Genomic Sequencing Laboratory at UC Berkeley.

### Bisulfite data analysis

Sequenced reads were sorted and mapped to Col-0 and L*er* genomes in cases of seeds derived from Col × L*er* crosses, or not sorted and mapped to Col-0 for selfed samples. Gene and TE ends analysis and kernel density plots were generated as previously described [8], using only windows with at least 10 informative sequenced cytosines, and fractional methylation of at least 0.5 (CG), 0.4 (CHG) or 0.08 (CHH) in at least one of the samples being compared. In addition, the bisulfite conversion rate was calculated using chloroplast DNA methylation ratio (Additional file 2: Table. S1).

## Figures and Tables

**Figure 1:**
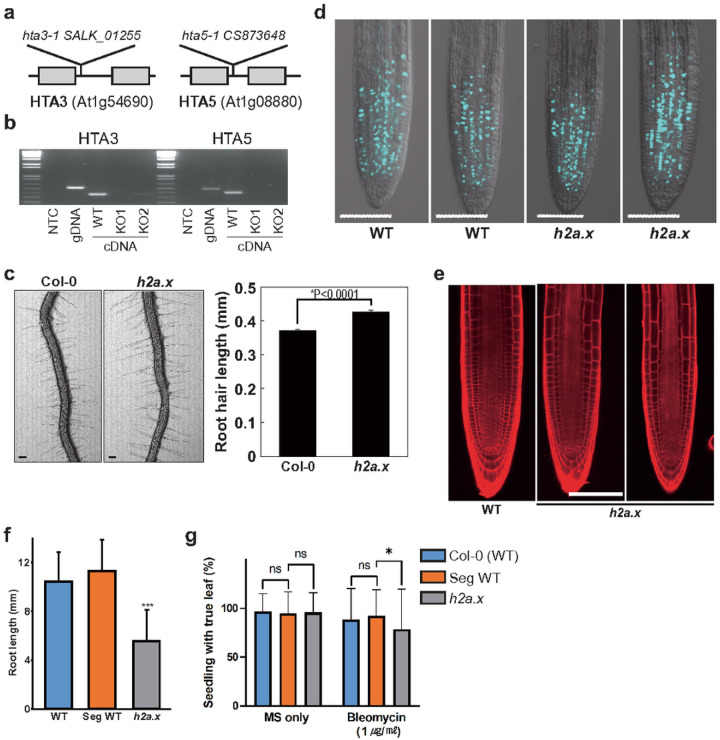
h2a.x mutant phenotype analysis. **a** HTA.3 and HTA.5 genomic loci, showing gene structure and location of T-DNA insertions. **b** The cropped image of qPCR analysis of each mutant, showing cDNA-specific PCR amplification and loss of gene product in mutant seedling tissue. **c** Root hair phenotypes of wild-type (Col-0) and *h2a.x* mutant primary roots and length measurements in mm. Data represent mean ± SEM (n = 1,419 root hairs for Col-0 and 1,159 root hairs for h2a.x from 35 ~ 40 roots. The asterisk (*) indicates a significant difference (Student’s t test). Scale bar, 100 μm. **d**EdU staining of WT and *h2a.x* double mutant roots at 3 DAG. Scale bar, 100 μm. **e** Propidium iodide (PI) staining of WT and *h2a.x* double mutant roots. Scale bar, 100 μm. **f** Aberrant root growth of *h2a.x*mutant seedlings when grown in bleomycin MS. Root length measurements are in mm and the result of three replicate experiments, each with 15 seedlings. **g**The formation of true leaves was slightly reduced in *h2a.x* mutant seedlings when grown in bleomycin MS. Measurements are the result of duplicated experiments. Leaves counted are; 415 in MS only and 203 in bleomycin MS for Col-0, 395 in MS only and 209 in bleomycin MS for H2A.X internal segregated WT control, 406 in MS only and 202 in bleomycin MS for *h2a.x* mutant. The box height and whisker length indicate the mean and standard deviation of each sample, respectively. The significance of differences between samples was measured by the Kolmogorov-Smirnov test. ns, not significant; * *p*=0.0440

**Figure 2:**
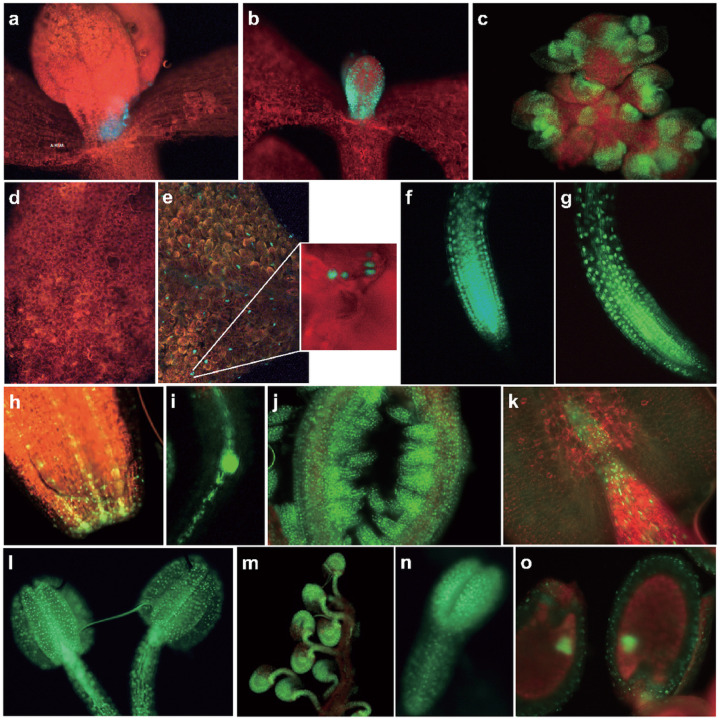
HTA5 expression is more dominant in dividing cells of the sporophyte. Both HTA5 and HTA3 fused to GFP showed expressions in the first true leaves (**a** and **b**), the floral meristem (**c**), the adaxial leaf surface (**d** and **e**), root tips (**f** and **g**), petal tips (**h**), and secondary root meristems (i). In reproductive structures supporting gametophyte development such as the ovule primordia (**j**) and anthers (**k and l**), and ovules (**m**) both isoforms were expressed. In the next generation seeds, both isoforms were present in the developing embryos (**n** and **o**).

**Figure 3:**
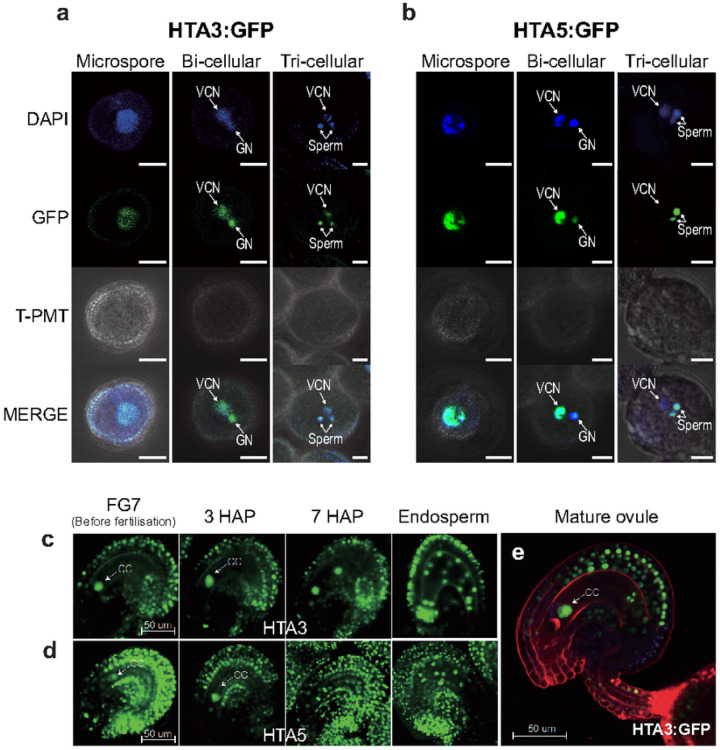
HTA3 expression is more dominant in gametophytic development. In the male gametophyte, both HTA3 and HTA5 are present in the microspore prior to mitosis. After Pollen Mitosis I (PMI) HTA3 was expressed in the generative and vegetative nucleus of bicellular pollen, and following Pollen Mitosis II (PMII), in both sperm cells and the vegetative nucleus of mature, tricellular pollen (**a**). HTA5 expression was also present in both the generative and vegetative nucleus following PMI, but was lost in the vegetative nucleus following PMII, in tricellular pollen (**b**). In the female gametophyte, egg cell expression was visible for both HTA3 and HTA5, but was weak. Conversely, HTA3 expression was very striking in the central cell, where it persisted following fertilization in the first cell divisions of the developing endosperm (**c** and **e**). HTA5 expression was also observed in the central cell, but expression in the surrounding ovule tissue was more prominent for this isoform (**d**).

**Figure 4:**
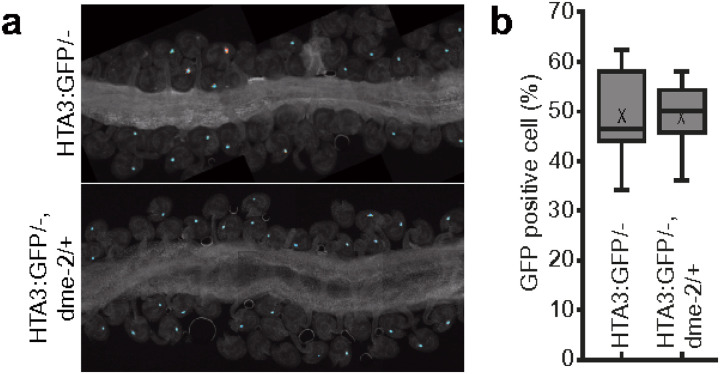
HTA3:GFP expression in wild-type and dme-2 mutant central cells. Confocal image of WT (a) and *dme-2* mutant (b) developing ovules expressing an HTA.3:GFP transgene. Expression is confined to the central cell. **c** Box plot showing the distribution of GFP positive central cells between WT and *dme-2* mutant ovules. There was no significant change in GFP positive central cells in *DME/dme-2*. + mark in boxplot is mean of data. The line in a box is median (n = 554 mature ovules for HTA3:GFP/- plants and 412 mature ovules for HTA3:GFP/- in *DME/dme-2*heterozygous plants. The values are not significantly different by Student’s t test.

**Figure 5:**
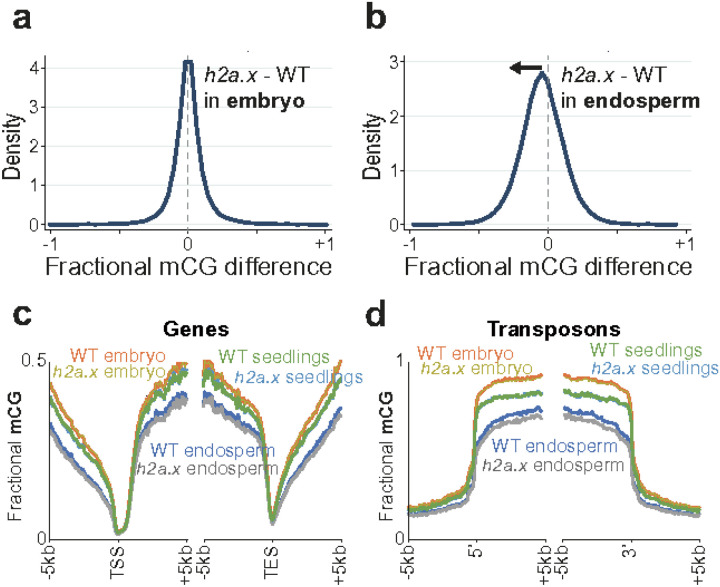
Genome-wide methylation analysis of selfed double *h2a.x* mutant developing embryo, endosperm and seedling. **a** Fractional methylation difference between *h2a.x* double mutant and WT CG methylation from embryo (linear-bending cotyledon) is plotted, data in 50 bp windows with >10x sequence coverage. Data are from *h2a.x* Col selfed plants and segregating wild type siblings. **b** As for **a**, but with endosperm. **c** Ends analysis of *h2a.x* mutant genomic methylation in genes, with genes aligned according to their 5′ and 3′ ends. **d** Ends analysis of *h2a.x*mutant genomic methylation in transposons, with transposons aligned according to their 5′ and 3′ ends.

**Figure 6:**
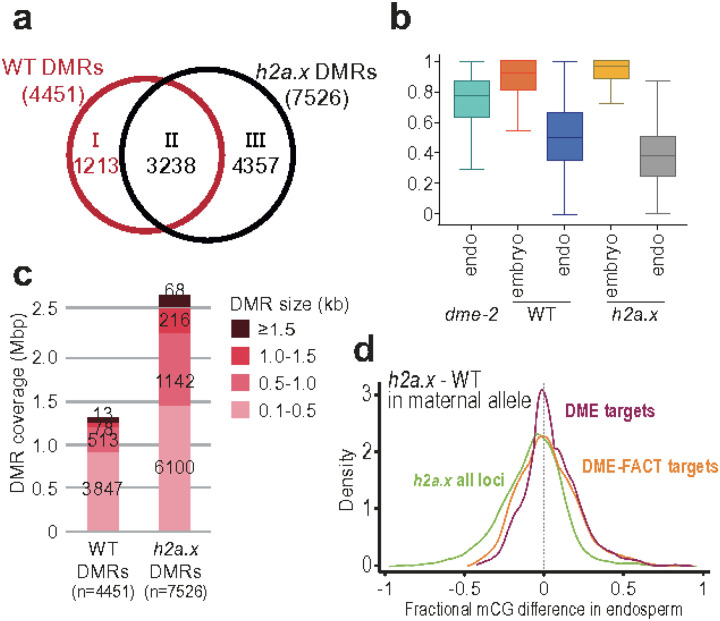
Endosperm-Embryo hypomethylated DMR analysis in WT and h2a.x mutants. Analysis of *h2a.x*methylomes, comparing DMRs between endosperm and embryo. **a** Venn diagram illustrating that WT embryo and endosperm harbour 4451 DMRs, the majority of which (3238) are shared with *h2a.x* embryo and endosperm. *h2a.x*embryo and endosperm have an additional 4357 DMRs. **b** Box plots showing the relative methylation level of DMRs in embryo and endosperm, in wild type, *h2a.x*and *dme-2* mutants. **c** Characterization of *h2a.x*-specific embryo-endosperm DMRs; wild-type and *h2a.x* Endosperm-Embryo DMRs grouped by size, with the cumulative total length they covered shown, whereby they are represented across all DMR sizes, and represent an overall increase in size distribution**. d** Fractional methylation difference between *h2a.x* mutant and WT CG methylation from the maternal endosperm allele is plotted, data in 50 bp windows with >10x sequence coverage, for all loci (green), DME target loci (red) and DME-FACT target loci (orange)

**Figure 7:**
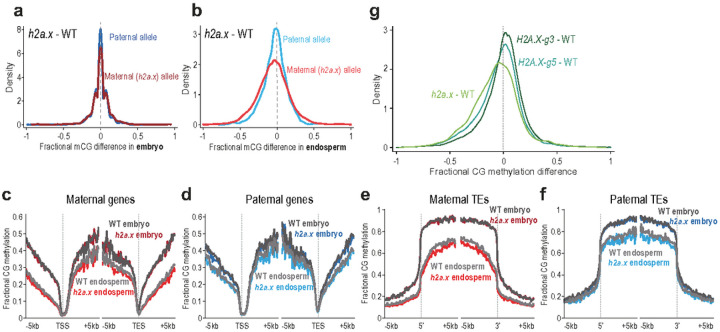
Methylome analysis of seeds h2a.x maternal and WT paternal plant crosses. Genome-wide methylation analysis of *h2a.x* mutant developing embryo and endosperm, comparing maternal and paternal alleles in wild-type (WT) and *h2a.x* mutant crosses whereby the maternal allele is either WT Columbia or *h2a.x* homozygous mutant Columbia, and the paternal allele is always wild-type L*er*; ‘*h2a.x* paternal’ denotes a wild-type paternal allele now resident in a heterozygous *h2a.x* mutant seed. **a** Fractional methylation difference between *h2a.x* double mutant gametophyte crossed with L*er*WT pollen in CG methylation from embryo (linear-bending cotyledon) is plotted, data in 50 bp windows with >10x sequence coverage. **b** As for **a**, but with endosperm. A slight shift towards the left can be seen for the maternal endosperm allele (inherited from *h2a.x* mutant central cell). **c**Ends analysis of maternal (*h2a.x* mutant) genomic methylation in genes, with genes aligned according to their 5′ and 3′ ends. **d** Ends analysis of paternal genomic methylation in genes, with genes aligned according to their 5′ and 3′ ends. **e** Ends analysis of maternal (*h2a.x* mutant) genomic methylation in transposons, with transposons aligned according to their 5′ and 3′ ends**. f** Ends analysis of paternal genomic methylation in transposons, with transposons aligned according to their 5′ and 3′ ends. **g** Fractional CG DNA methylation difference between mutant and WT maternal endosperm in developing seeds from both *hta3/hta3 hta5/+* (*H2A.X-g3*) and *hta5/hta5 hta3/+* mutants (*H2A.X-g5*) were crossed to L*er*, so that the sporophyte had one remaining copy of one of the isoforms, but both H2A.X isoforms are lost in ½ of the gametophytes. *H2A.X-g5*and *H2A.X-g3* are plotted alongside *h2a.x*. For both *H2A.X-g3*and *H2A.X-g5*, the curve peaks are close to zero, whereas the full *h2a.x*mutant is skewed to the left, indicating redundancy between HTA5 and HTA3 isoforms in the context of mutant endosperm DNA hypomethylation.

**Figure 8:**
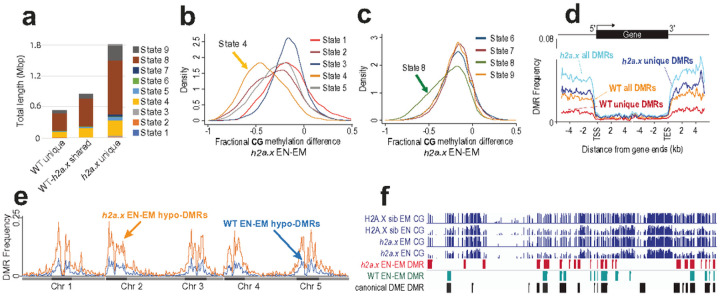
Chromatin states of *h2a.x* DMRs. **a** Comparison of the chromatin states comprising each group of DMRs from Fig. 6a. Chromatin state distribution, and the total length they covered, within WT unique, WT-*h2a.x*shared, and *h2a.x* unique Endosperm-Embryo DMRs. States 1 to 7 correspond to euchromatin, and states 8 and 9 correspond to AT- and GC-rich heterochromatin, respectively. The chromatin states most increased (as a fraction of their total) in *h2a.x* embryo-endosperm DMRs are 4, 8 and 9. (**b** and **c**) Kernel density plots showing the fractional methylation difference for *h2a.x* mutant endosperm (EN) minus embryo (EM), plotted according to chromatin state, demonstrating that the largest shift to endosperm hypomethylation (i.e. to the left) lies in State 4 (yellow in **b**) and State 8 (green in **c**). **d** Ends analysis plot showing distribution frequency of DMRs with respect to coding genes. Genes were aligned at the 5′- or the 3′-end, and the proportion of genes with DMRs in each 100-bp interval is plotted. DMR distribution is shown with respect to all WT DMRs (orange trace), WT unique DMRs (red trace), all *h2a.x*DMRs (cyan trace), and *h2a.x* unique DMRs (blue trace). **e** Arabidopsis chromosome view of genome-wide methylation levels for *h2a.x* mutant DMRs between endosperm (EN) and embryo (EM), and WT DMRs between endosperm (EN) and embryo (EM), represented by the distribution frequency of DMRs along the 5 chromosomes. Dark blocks represent centromere and peri-centromeric regions of each chromosome. **f** IGV browser view of methylome data and DMR calls for *H2A.X* segregating wild-type endosperm and embryo (Green), *h2a.x* mutant endosperm and embryo (Red), as well as DMRs identified between *dme-2 /wt* endosperm (Black) [8].

## Data Availability

The datasets generated and analyzed during the current study are in the NCBI GEO under accession number GSE233920 (reviewer link; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE233920).

## References

[1] LawJA, JacobsenSE: Establishing, maintaining and modifying DNA methylation patterns in plants and animals. Nat Rev Genet 2010, 11(3):204–220.2014283410.1038/nrg2719PMC3034103

[2] MonkM, BoubelikM, LehnertS: Temporal and regional changes in DNA methylation in the embryonic, extraembryonic and germ cell lineages during mouse embryo development. Development 1987, 99(3):371–382.365300810.1242/dev.99.3.371

[3] FengS, JacobsenSE, ReikW: Epigenetic reprogramming in plant and animal development. Science 2010, 330(6004):622–627.2103064610.1126/science.1190614PMC2989926

[4] Parrilla-DoblasJT, Roldan-ArjonaT, ArizaRR, Cordoba-CaneroD: Active DNA Demethylation in Plants. Int J Mol Sci 2019, 20(19).10.3390/ijms20194683PMC680170331546611

[5] WuX, ZhangY: TET-mediated active DNA demethylation: mechanism, function and beyond. Nat Rev Genet 2017, 18(9):517–534.2855565810.1038/nrg.2017.33

[6] ChoiY, GehringM, JohnsonL, HannonM, HaradaJJ, GoldbergRB, JacobsenSE, FischerRL: DEMETER, a DNA glycosylase domain protein, is required for endosperm gene imprinting and seed viability in Arabidopsis. Cell 2002, 110(1):33–42.1215099510.1016/s0092-8674(02)00807-3

[7] GehringM, HuhJH, HsiehTF, PentermanJ, ChoiY, HaradaJJ, GoldbergRB, FischerRL: DEMETER polycomb DNA glycosylase establishes MEDEA specific gene self-imprinting by allele-demethylation Cell 2006, 124(3):495–506.1646969710.1016/j.cell.2005.12.034PMC4106368

[8] IbarraCA, FengX, SchoftVK, HsiehTF, UzawaR, RodriguesJA, ZemachA, ChumakN, MachlicovaA, NishimuraT : Active DNA demethylation in plant companion cells reinforces transposon methylation in gametes. Science 2012, 337(6100):1360–1364.2298407410.1126/science.1224839PMC4034762

[9] FrostJM, KimMY, ParkGT, HsiehPH, NakamuraM, LinSJH, YooH, ChoiJ, IkedaY, KinoshitaT : FACT complex is required for DNA demethylation at heterochromatin during reproduction in Arabidopsis. Proc Natl Acad Sci U S A 2018, 115(20):E4720–E4729.2971285510.1073/pnas.1713333115PMC5960277

[10] ParkJS, FrostJM, ParkK, OhrH, ParkGT, KimS, EomH, LeeI, BrooksJS, FischerRL : Control of DEMETER DNA demethylase gene transcription in male and female gamete companion cells in Arabidopsis thaliana. Proc Natl Acad Sci U S A 2017, 114(8):2078–2083.2813055010.1073/pnas.1620592114PMC5338364

[11] HsiehTF, IbarraCA, SilvaP, ZemachA, Eshed-WilliamsL, FischerRL, ZilbermanD: Genome-wide demethylation of Arabidopsis endosperm. Science 2009, 324(5933):1451–1454.1952096210.1126/science.1172417PMC4044190

[12] IkedaY, KinoshitaY, SusakiD, IkedaY, IwanoM, TakayamaS, HigashiyamaT, KakutaniT, KinoshitaT: HMG domain containing SSRP1 is required for DNA demethylation and genomic imprinting in Arabidopsis. Dev Cell 2011, 21(3):589–596.2192031910.1016/j.devcel.2011.08.013

[13] PiquetS, Le ParcF, BaiSK, ChevallierO, AdamS, PoloSE: The Histone Chaperone FACT Coordinates H2A.X-Dependent Signaling and Repair of DNA Damage. Mol Cell 2018, 72(5):888–901 e887.3034409510.1016/j.molcel.2018.09.010PMC6292839

[14] BelotserkovskayaR, OhS, BondarenkoVA, OrphanidesG, StuditskyVM, ReinbergD: FACT facilitates transcription-dependent nucleosome alteration. Science 2003, 301(5636):1090–1093.1293400610.1126/science.1085703

[15] FormosaT: The role of FACT in making and breaking nucleosomes. Biochim Biophys Acta 2012, 1819(3–4):247–255.2180712810.1016/j.bbagrm.2011.07.009PMC3229669

[16] HeoK, KimH, ChoiSH, ChoiJ, KimK, GuJ, LieberMR, YangAS, AnW: FACT-mediated exchange of histone variant H2AX regulated by phosphorylation of H2AX and ADP-ribosylation of Spt16. Mol Cell 2008, 30(1):86–97.1840632910.1016/j.molcel.2008.02.029

[17] DantumaNP, van AttikumH: Spatiotemporal regulation of posttranslational modifications in the DNA damage response. EMBO J 2016, 35(1):6–23.2662862210.15252/embj.201592595PMC4717999

[18] DuLL, NakamuraTM, RussellP: Histone modification-dependent and -independent pathways for recruitment of checkpoint protein Crb2 to double-strand breaks. Genes Dev 2006, 20(12):1583–1596.1677807710.1101/gad.1422606PMC1482479

[19] SczepanskiJT, WongRS, McKnightJN, BowmanGD, GreenbergMM: Rapid DNA-protein cross-linking and strand scission by an abasic site in a nucleosome core particle. Proc Natl Acad Sci U S A 2010, 107(52):22475–22480.2114968910.1073/pnas.1012860108PMC3012510

[20] KotoganyE, DuditsD, HorvathGV, AyaydinF: A rapid and robust assay for detection of S-phase cell cycle progression in plant cells and tissues by using ethynyl deoxyuridine. Plant Methods 2010, 6(1):5.2018103410.1186/1746-4811-6-5PMC2828981

[21] CulliganKM, RobertsonCE, ForemanJ, DoernerP, BrittAB: ATR and ATM play both distinct and additive roles in response to ionizing radiation. Plant J 2006, 48(6):947–961.1722754910.1111/j.1365-313X.2006.02931.x

[22] LorkovicZJ, ParkC, GoiserM, JiangD, KurzbauerMT, SchlogelhoferP, BergerF: Compartmentalization of DNA Damage Response between Heterochromatin and Euchromatin Is Mediated by Distinct H2A Histone Variants. Current Biology 2017, 27(8):1192–1199.2839210910.1016/j.cub.2017.03.002

[23] SchoftVK, ChumakN, ChoiY, HannonM, Garcia-AguilarM, MachlicovaA, SlusarzL, MosiolekM, ParkJS, ParkGT : Function of the DEMETER DNA glycosylase in the Arabidopsis thaliana male gametophyte. Proc Natl Acad Sci U S A 2011, 108(19):8042–8047.2151888910.1073/pnas.1105117108PMC3093457

[24] ParkK, KimMY, VickersM, ParkJS, HyunY, OkamotoT, ZilbermanD, FischerRL, FengX, ChoiY : DNA demethylation is initiated in the central cells of Arabidopsis and rice. Proc Natl Acad Sci U S A 2016, 113(52):15138–15143.2795664210.1073/pnas.1619047114PMC5206524

[25] PapareddyRK, PaldiK, PaulrajS, KaoP, LutzmayerS, NodineMD: Chromatin regulates expression of small RNAs to help maintain transposon methylome homeostasis in Arabidopsis. Genome Biol 2020, 21(1):251.3294308810.1186/s13059-020-02163-4PMC7499886

[26] Sequeira-MendesJ, AraguezI, PeiroR, Mendez-GiraldezR, ZhangX, JacobsenSE, BastollaU, GutierrezC: The Functional Topography of the Arabidopsis Genome Is Organized in a Reduced Number of Linear Motifs of Chromatin States. Plant Cell 2014, 26(6):2351–2366.2493417310.1105/tpc.114.124578PMC4114938

[27] CelesteA, DifilippantonioS, DifilippantonioMJ, Fernandez-CapetilloO, PilchDR, SedelnikovaOA, EckhausM, RiedT, BonnerWM, NussenzweigA: H2AX haploinsufficiency modifies genomic stability and tumor susceptibility. Cell 2003, 114(3):371–383.1291470110.1016/s0092-8674(03)00567-1PMC4737479

[28] CelesteA, Fernandez-CapetilloO, KruhlakMJ, PilchDR, StaudtDW, LeeA, BonnerRF, BonnerWM, NussenzweigA: Histone H2AX phosphorylation is dispensable for the initial recognition of DNA breaks. Nat Cell Biol 2003, 5(7):675–679.1279264910.1038/ncb1004

[29] RogakouEP, Sekeri-PataryasKE: Histone variants of H2A and H3 families are regulated during in vitro aging in the same manner as during differentiation. Exp Gerontol 1999, 34(6):741–754.1057963510.1016/s0531-5565(99)00046-7

[30] SeoJ, KimSC, LeeHS, KimJK, ShonHJ, SallehNL, DesaiKV, LeeJH, KangES, KimJS : Genome-wide profiles of H2AX and gamma-H2AX differentiate endogenous and exogenous DNA damage hotspots in human cells. Nucleic Acids Res 2012, 40(13):5965–5974.2246721210.1093/nar/gks287PMC3401470

[31] YiH, SardesaiN, FujinumaT, ChanCW, Veena, GelvinSB: Constitutive expression exposes functional redundancy between the Arabidopsis histone H2A gene HTA1 and other H2A gene family members. Plant Cell 2006, 18(7):1575–1589.1675134710.1105/tpc.105.039719PMC1488917

[32] DealRB, KandasamyMK, McKinneyEC, MeagherRB: The nuclear actin-related protein ARP6 is a pleiotropic developmental regulator required for the maintenance of FLOWERING LOCUS C expression and repression of flowering in Arabidopsis. Plant Cell 2005, 17(10):2633–2646.1614145010.1105/tpc.105.035196PMC1242262

[33] SmithAP, JainA, DealRB, NagarajanVK, PolingMD, RaghothamaKG, MeagherRB: Histone H2A.Z regulates the expression of several classes of phosphate starvation response genes but not as a transcriptional activator. Plant Physiol 2010, 152(1):217–225.1989760610.1104/pp.109.145532PMC2799358

[34] WonSK, LeeYJ, LeeHY, HeoYK, ChoM, ChoHT: Cis-element- and transcriptome-based screening of root hair-specific genes and their functional characterization in Arabidopsis. Plant Physiol 2009, 150(3):1459–1473.1944803510.1104/pp.109.140905PMC2705046

[35] HwangY, ChoiHS, ChoHM, ChoHT: Tracheophytes Contain Conserved Orthologs of a Basic Helix-Loop-Helix Transcription Factor That Modulate ROOT HAIR SPECIFIC Genes. Plant Cell 2017, 29(1):39–53.2808782910.1105/tpc.16.00732PMC5304353

[36] ManganoS, Denita-JuarezSP, ChoiHS, MarzolE, HwangY, RanochaP, VelasquezSM, BorassiC, BarberiniML, AptekmannAA : Molecular link between auxin and ROS-mediated polar growth. Proc Natl Acad Sci U S A 2017, 114(20):5289–5294.2846148810.1073/pnas.1701536114PMC5441824

[37] YadavK, GaroffL, HusebyDL, HughesD: Phenotypic and genetic barriers to establishment of horizontally transferred genes encoding ribosomal protection proteins. J Antimicrob Chemother 2021.10.1093/jac/dkab056PMC812032933655294

[38] BarouxC, PecinkaA, FuchsJ, SchubertI, GrossniklausU: The triploid endosperm genome of Arabidopsis adopts a peculiar, parental-dosage-dependent chromatin organization. Plant Cell 2007, 19(6):1782–1794.1755781110.1105/tpc.106.046235PMC1955730

[39] WaterworthWM, WilsonM, WangD, NuhseT, WarwardS, SelleyJ, WestCE: Phosphoproteomic analysis reveals plant DNA damage signalling pathways with a functional role for histone H2AX phosphorylation in plant growth under genotoxic stress. Plant J 2019, 100(5):1007–1021.3141090110.1111/tpj.14495PMC6900162

[40] LeeSH, ChoHT: PINOID positively regulates auxin efflux in Arabidopsis root hair cells and tobacco cells. Plant Cell 2006, 18(7):1604–1616.1673158710.1105/tpc.105.035972PMC1488908

[41] KimS, ParkJS, LeeJ, LeeKK, ParkOS, ChoiHS, SeoPJ, ChoHT, FrostJM, FischerRL : The DME demethylase regulates sporophyte gene expression, cell proliferation, differentiation, and meristem resurrection. Proc Natl Acad Sci U S A 2021, 118(29).10.1073/pnas.2026806118PMC830753334266952

[42] MinY, FrostJM, ChoiY: Nuclear Chaperone ASF1 is Required for Gametogenesis in Arabidopsis thaliana. Scientific Reports 2019, 9(1):13959.3156236710.1038/s41598-019-50450-3PMC6764951

How the deposited data were processed for this re-analysis (not part of the article)

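DNA methylation was measured by BS-seq in 13 libraries, 1 for each condition: embryo, endosperm and seedling of selfed WT and *h2a.x* plants, embryo and endosperm of WT and *h2a.x* mothers crossed to L*er*, endosperm of *H2A.X-g3* and *H2A.X-g5* mothers crossed to L*er*, and embryo of *H2A.X-g3* crossed to L*er*. The authors mapped the reads of selfed samples to Col-0 and sorted those of crosses between Col-0 and L*er*. They deposited 60 files of 50-bp windows, 1 for each library, allele and sequence context. The deposited fraction is the number of methylated calls over all calls of the window, and no further normalization was found in the values. The aligner, its version and the genome build are not given in the sources used here. Windows end at the lengths of TAIR8 chromosomes, and no chloroplast windows were present.

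The calls behind each fraction were read and checked against it. Windows with at least 10 calls in both libraries, and a fraction of at least 0.5 (CG), 0.4 (CHG) or 0.08 (CHH) in one of them, were compared between genotypes as the mean, median and density peak (Gaussian kernel, bandwidth 0.02) of the difference. Intervals of 95% came from 1000 resamples of 500-kb blocks. They leave out variation between plants, libraries and dissections, which 1 library per condition cannot show. For the same reason no test between genotypes was made. The Fisher's exact tests of the DMR calls treat calls as independent and serve as a rule for selecting regions.

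Windows were classed by WT embryo methylation. CHG-methylated blocks consist of windows with a CHG fraction of at least 0.4, and CG-only blocks of windows with a CG fraction of at least 0.5 and a CHG fraction under 0.1. EN-EM DMRs were made from windows with at least 10 calls, a difference of at least 0.3 and a Fisher p under 0.001, merged within 300 bp, at least 100 bp long and with a pooled difference of at least 0.3 and a p under 1e-10. The same rule was used for direct comparisons of *h2a.x* with WT in each tissue. The DMR steps were tested on simulated data with planted regions, and the window comparison on a planted difference of -0.04, which came back as -0.0397 over 203251 windows. The median number of CG calls in a covered window was 8 to 15 in selfed libraries and 2 to 6 in sorted ones, so that few windows of the crosses reach the limit of calls.

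Most of these rules, the main comparisons and the alternatives were set before the data were examined, apart from 3 alternatives named in the closing section. The CG-only blocks and the CHG-rich bins were not in that plan. They took the place of planned classes from the gene annotation. Some tests of explanations, the background of random regions and a calculation on maternal tissue were also chosen after values were seen, as stated where they appear. Alternatives changed the minimum number of calls, the limit on methylation, the weighting of windows, the depth by random thinning, each threshold of the DMRs, the overlap that counts as shared and the bin size. The regions named beside the paper's text followed a rule set beforehand, the 5 longest *h2a.x*-only EN-EM DMRs, and 3 regions named in the closing section were chosen after their values were seen. Other parts of that rule named genes, and they were left out because the gene annotation at hand is on another build and coordinates were not converted. For this reason the ends of genes and transposons, the chromatin states, lists of DME targets and the *HTA3* and *HTA5* loci were not analysed here. The conversion rate from chloroplast reads was not used either. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.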

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

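Of the tests in this part, those on admixed tissue, bisulfite conversion and seed stage were chosen only after the endosperm result was seen.

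The mean *h2a.x* minus WT difference in CG was 0.00429 in selfed embryo and -0.0385 in selfed endosperm. The sign in embryo is not stable, with -0.00176 for pooled calls and a median of 0, so that opposite directions are not established. The difference between the tissues was not tested, since each has 1 library per genotype.

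Several technical explanations of the lower CG methylation in *h2a.x* endosperm were examined. Embryo DNA in the WT library would make the loss grow with the gap between embryo and endosperm. Tiles with wide and narrow gaps differed by 0.000809 (95% interval -0.00772 to 0.00904), against -0.0643 if such admixture alone made the loss. A smaller admixture beside another cause was not tested. For seed coat DNA no expected value was computed, so the tiles do not decide on it. Bisulfite conversion was judged by CHH calls in windows without CG methylation, of which WT had a share -0.000103 apart from *h2a.x*. These windows had no methylated CG call in any selfed library, which leaves out windows with reads that failed to convert as a whole. The share therefore argues only against poorer conversion of the WT library that is spread evenly over calls. A difference in seed stage stays open and cannot be told apart from an effect of genotype, since all seeds carry the same range of days and selfed embryos differed in CHH by -0.0190, which the paper relates to stage. Chance variation between plants or libraries also stays open with 1 library per genotype.

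The paper finds the peak of the *h2a.x* minus WT embryo difference at zero and reports no DMRs between these embryos. Direct comparison of the 2 embryos gave 161 DMRs, 67 lower and 94 higher in *h2a.x*. Of these, 76.4% lie on chromosomes 1 and 5, which hold 47.7% of the windows that could be called. This split by chromosome was not among the comparisons set beforehand. In 75 regions the genotypes differed by at least 0.3 in the same direction in embryo, endosperm and seedling, 36 lower and 39 higher. The 3 with the widest smallest difference, chosen after their values were seen, are on chromosome 5 from 19650001 to 19650100 (0 in WT and 0.951 in *h2a.x* embryo), on chromosome 5 from 15962201 to 15962300 (0 and 0.962, with 2 calls in the *h2a.x* seedling) and on chromosome 1 from 19062951 to 19063200 (0.915 and 0). The build of these coordinates is not named and the chromosome ends match TAIR8 lengths.

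Counting error of independent calls is argued against as their source, since 10 simulations with equal fractions in both genotypes gave 0 DMRs. The simulations drew each call independently, so they do not cover errors shared by the calls of a read. Methylation states inherited by the 2 lines would appear again in separate libraries, and on the maternal allele of F1 embryo the lower regions differed by -0.481 (174 calls in WT and 248 in *h2a.x*) and the higher ones by 0.598 (170 and 265 calls). These values are consistent with inherited differences between the lines. Whether such states arose from the mutation or by chance stays open. Linkage to the insertions, both in genes on chromosome 1, also stays open for regions there. It cannot account for the regions on chromosome 5. Sequence differences near the regions were not examined.

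The *H2A.X-g3* embryo and the CHH context of the *H2A.X-g3* and *H2A.X-g5* crosses held differences in data the paper does not discuss. Against WT x L*er*, the mean CHH difference was -0.0806 on the maternal and -0.0756 on the paternal allele of *H2A.X-g3* embryo. In endosperm it was -0.0308 and -0.0390 in *H2A.X-g3*, and -0.0590 and -0.0688 in *H2A.X-g5*. Over all CHH calls, with no limit on windows, the maternal endosperm allele had 3.26% methylated in *H2A.X-g3* and 3.02% in WT. The paternal allele had 3.98% and 4.05%, so a loss in *H2A.X-g3* endosperm depends on the windows taken. In *H2A.X-g5* endosperm the 2 alleles had 2.61% and 3.20%. In *H2A.X-g3* embryo they had 3.99% and 4.15%, against 5.70% and 5.73% in WT embryo. These CHH differences were not checked with thinned calls. The maternal CG difference of *H2A.X-g3* embryo was 0.0255 as a mean with a median of 0, and the paternal one 0.000693 (95% interval -0.00955 to 0.0120). Its direction differs between classes, since pooled maternal calls gave -0.0295 (95% interval -0.0454 to -0.0129) in CHG-methylated blocks, -0.0387 (95% interval -0.0518 to 0.0209) in CG-only blocks, where the mean of windows was 0.0245, and 0.0497 in the rest.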

How the results depend on the processing

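Alternatives chosen only after the results were seen are the classes from WT seedling, the windows over 500 calls left out and the limit of 0.5 at WT EN-EM DMRs. Over 320 comparisons of a result with an alternative, 201 stayed within their interval or, for counts, within 1.5 times, 109 moved by more without a change of sign and 10 changed sign. No paired analysis was possible because every condition has 1 library, and for this reason leaving out a library was not possible either. Alternatives not run were the correction for chloroplast conversion, the order of gene and transposon annotation, and the named genes. Shares of EN-EM DMR windows relative to callable windows are ratios on another scale and were not set against the percentages. For CHG-methylated blocks, CG-only blocks, the rest and CHG-rich bins these were 0.992, 0.961, 1.05 and 0.908 in WT-only DMRs and 0.928, 0.740, 1.37 and 0.839 in *h2a.x*-only ones. In shared DMRs they lay between 0.945 (CHG-rich bins) and just above 1. Depth leaves few windows in the crosses, such as 385 on the paternal allele of F1 endosperm. The endosperm CG difference and the excess of *h2a.x* EN-EM DMRs kept their direction under each alternative run.

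Values that changed sign follow, and the cause was not tested. With pooled calls: CG in embryo -0.00176. Without the limit on methylation: CG in *H2A.X-g3*, maternal endosperm -0.00223. With calls thinned to equal depth: CG in CHG blocks, embryo 0.00319, CG in rest, seedling -0.000792, CG in rest, embryo, F1, maternal -0.0120, CG in rest, embryo, F1, paternal -0.00378, CHG in CHG blocks, seedling 0.000239. With at least 1 call per window: CG in rest, embryo, F1, maternal -0.00775, CG in rest, embryo, F1, paternal -0.00797. As the mean of windows: CG in rest, embryo, F1, paternal -0.00317.

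Of the values that moved without a change of sign, 99 follow. The other 10 concern CG-only blocks and the rest in embryo and seedling. Apart from fewer calls under thinning the cause was not tested. Without the limit on methylation: CG in embryo 0.00186, CG in endosperm -0.00935, CG in seedling -0.00118, CG in F1 endosperm, maternal -0.0101, CG in F1 endosperm, paternal -0.0130, CG in *H2A.X-g5*, maternal endosperm -0.0112. As the median of windows: CG in embryo 0, CG in endosperm -0.0420, CG in seedling 0, CG in *H2A.X-g5*, maternal endosperm -0.0121. With calls thinned to equal depth: CG in endosperm -0.0366, CHG in CHG blocks, embryo -0.00744, CHH in CHG blocks, endosperm -0.0182, CHH in CHG blocks, seedling -0.00238, DMRs, WT 1044, DMRs, *h2a.x* 1562, Mb in DMRs, WT 0.293, Mb in DMRs, *h2a.x* 0.447, ratio of *h2a.x* to WT DMRs 1.50, direct DMRs, embryo, lower 40, direct DMRs, endosperm, lower 11, direct DMRs, endosperm, higher 14, direct DMRs, seedling, higher 7, *h2a.x*-only DMRs 1015, % of WT DMRs shared 52.7, *h2a.x*-only regions, WT endosperm 0.473, *h2a.x*-only regions, WT embryo 0.856, *h2a.x*-only regions, *h2a.x* endosperm 0.373. With pooled calls: CG in endosperm -0.0551, CG in seedling -0.00616, CG in F1 embryo, maternal -0.0503, CG in *H2A.X-g3*, maternal endosperm 0.0238, CG in *H2A.X-g5*, maternal endosperm -0.0184. With at least 5 calls: CG in seedling -0.00247. With at least 20 calls: CG in F1 embryo, maternal -0.0430. With at least 1 call per window: CG in CHG blocks, embryo -0.0164, CG in CHG blocks, seedling -0.0147, CG in rest, endosperm, F1, paternal -0.00652, CHG in CHG blocks, seedling -0.00723, CHH in CHG blocks, endosperm, F1, paternal -0.0125. As the mean of windows: CG in CHG blocks, endosperm -0.0383, CG in rest, endosperm -0.00304, CHG in CHG blocks, embryo -0.0218, CHG in CHG blocks, endosperm -0.0359, CHH in CHG blocks, embryo -0.0201, CHH in CHG blocks, seedling -0.00423, CHH in CHG blocks, endosperm, F1, paternal -0.0106. With classes from WT seedling, chosen after seeing the data: CG in CG-only blocks, endosperm -0.0412, CG in rest, endosperm -0.0103. With a region p under 1e-05: DMRs, WT 3654, ratio of *h2a.x* to WT DMRs 1.83, direct DMRs, embryo, lower 115, direct DMRs, embryo, higher 187, direct DMRs, endosperm, lower 115, direct DMRs, endosperm, higher 65, direct DMRs, seedling, lower 21, direct DMRs, seedling, higher 27. With merging within 100 bp: DMRs, WT 1538, Mb in DMRs, WT 0.244, Mb in DMRs, *h2a.x* 0.625, ratio of *h2a.x* to WT DMRs 2.40. With DMR windows of at least 20 calls: DMRs, WT 1039, DMRs, *h2a.x* 2697, Mb in DMRs, WT 0.256, Mb in DMRs, *h2a.x* 0.707, ratio of *h2a.x* to WT DMRs 2.60, direct DMRs, embryo, lower 15, direct DMRs, embryo, higher 21, direct DMRs, endosperm, lower 12, direct DMRs, endosperm, higher 11, direct DMRs, seedling, lower 5, direct DMRs, seedling, higher 1. With a window p under 0.01: Mb in DMRs, WT 1.34, Mb in DMRs, *h2a.x* 2.69, ratio of *h2a.x* to WT DMRs 1.85, direct DMRs, endosperm, higher 36. With DMRs of at least 200 bp: direct DMRs, embryo, lower 17, direct DMRs, embryo, higher 38, direct DMRs, endosperm, lower 18, direct DMRs, endosperm, higher 8, direct DMRs, seedling, lower 3, direct DMRs, seedling, higher 4. With *h2a.x*-only DMRs limited to a WT difference above -0.15: *h2a.x*-only DMRs 155, *h2a.x*-only regions, WT endosperm 0.674, *h2a.x*-only regions, WT embryo 0.778, *h2a.x*-only regions, *h2a.x* endosperm 0.461, % of *h2a.x* DMRs apart 3.11. With an overlap of 50% of the shorter DMR: % of WT DMRs shared 67.7, *h2a.x*-only regions, WT embryo 0.864, % of *h2a.x* DMRs apart 67.4. With a fraction of 0.5 in one library, chosen after seeing the data: maternal CG at WT DMRs -0.169. With 100-kb bins: Pearson r 0.861. With at least 5 calls on each allele, the maternal share was: embryo, *H2A.X-g3* x Ler (%) 48.0, embryo, WT x Ler (%) 43.2, embryo, *h2a.x* x Ler (%) 46.2, endosperm, *H2A.X-g3* x Ler (%) 59.5, endosperm, *H2A.X-g5* x Ler (%) 59.2, endosperm, WT x Ler (%) 56.8, endosperm, *h2a.x* x Ler (%) 54.5.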

Differences from the paper's values

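The thresholds of the paper's EN-EM DMRs are not stated in its text, and the rules behind the counts here are not the paper's. In this part the windows of over 500 calls left out, the classes from WT seedling and the background of random regions were chosen after the result was seen. The paper gives 4451 WT EN-EM DMRs, against 2398 here. Among the alternatives set before the data were examined, a window p under 0.01 (3317) and a region p under 1e-05 (3654) came within 1.5 times, and a difference of 0.2 or 0.4, merging within 100 bp, 200 bp of length, thinned calls and at least 20 calls did not. For *h2a.x* the paper gives 7526, against 4917 here, and a difference of 0.2 (5110), a window p under 0.01 (6130) and a region p under 1e-05 (6678) came within that range, while the other alternatives did not. The paper's WT DMRs cover 1.3 Mb and those here 0.748 Mb, with 1.34 Mb at a window p under 0.01 and 0.949 Mb at a region p under 1e-05. For *h2a.x* these lengths are 2.7 Mb in the paper and 1.68 Mb here, with 2.69 and 1.95 Mb under the same 2 alternatives. The other alternatives stayed outside the range for both lengths. The paper gives 3238 shared DMRs, which its Fig. 6a counts among the WT DMRs. Here 1720 WT DMRs overlapped an *h2a.x* DMR, and 1706 *h2a.x* DMRs overlapped a WT DMR. The paper also gives 1213 WT-specific DMRs, against 678 here. None of the alternatives run for the 1706 and the 678 brought them within the range.

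By size, the paper's WT DMRs number about 3800 at 100 to 500 bp in Fig. 6c, read by eye, against 2125 here, with 3381 at a region p under 1e-05. At over 500 bp to 1 kb they number about 510 in Fig. 6c, read by eye, against 242, with 682 at a window p under 0.01. At over 1 kb to 1.5 kb it is about 78 in Fig. 6c, read by eye, against 28, with 84 at a window p under 0.01, and above 1.5 kb about 13 in Fig. 6c, read by eye, against 3, with none of the alternatives in range. For *h2a.x*, over 500 bp to 1 kb, it is about 1100 in Fig. 6c, read by eye, against 694, with 1356 at a window p under 0.01. At over 1 kb to 1.5 kb it is about 220 in Fig. 6c, read by eye, against 82, with 260, and above 1.5 kb about 68 in Fig. 6c, read by eye, against 23, with 77, both at a window p under 0.01. For each size the remaining alternatives stayed outside the range.

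Some directions differ from the paper's statements. The paper has CHG methylation of F1 seeds the same in both genotypes, while the CHG difference over windows was -0.0344 on the maternal and -0.00360 on the paternal allele of endosperm, and -0.0114 and -0.0323 in embryo. In CHG-methylated blocks the size of the loss depends on weighting, with -0.0513 for pooled calls and -0.0157 as the mean of windows on the maternal allele of embryo. The intervals over windows of paternal endosperm and maternal embryo include 0. It has shared DMRs no longer in *h2a.x*, while at the real, unequal depths the *h2a.x* region was longer in 820 of 1629 pairs and the WT region in 417. Among 533 pairs from thinned calls these numbered 180 and 156, with 197 equal and both medians at 250 bp. At equal depth little of this difference from the paper was left. It places the strongest endosperm loss in transposon bodies, which holds here for pooled calls of CHG-methylated blocks (-0.0738 against -0.0376 in CG-only blocks) and by a narrow margin for means of windows (-0.0383 against -0.0368) and without windows of over 500 calls (-0.0394 against -0.0372), while with classes from WT seedling CG-only blocks lost slightly more (-0.0412). The last 2 settings were chosen after seeing the values. It has the DMRs enriched in pericentric heterochromatin. Per 300-kb bin, CHG-rich bins held more of them (26.5 against 10.2 in *h2a.x*). Relative to callable windows, which follow a stricter rule than DMR windows, they held 0.839 to 0.945 times the expected share. It has *H2A.X-g5* endosperm without substantial loss, and the mean maternal difference here was -0.0309 with a density peak at 0. In shared DMRs the maternal level was 0.123 in *H2A.X-g3* and 0.0980 in *H2A.X-g5*, against 0.213 in WT and 0.179 in *h2a.x*. It describes the *h2a.x*-specific DMRs as regions without demethylation in wild-type seeds, while the median WT endosperm minus embryo difference was -0.391 in the *h2a.x*-only DMRs here and -0.192 in random regions of the same length and *h2a.x* embryo methylation.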

Other observations

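The regions with *h2a.x*-only EN-EM DMRs are already less methylated on the maternal than on the paternal allele of WT endosperm. In WT x L*er* endosperm their CG fraction was 0.286 on the maternal and 0.655 on the paternal allele, and in *h2a.x* x L*er* 0.243 and 0.621. In DMRs shared with WT it was 0.213 and 0.715 in WT x L*er*, and 0.179 and 0.681 in *h2a.x* x L*er*. The WT embryo carried 0.878 and 0.816 in the *h2a.x*-only regions. *H2A.X-g3* endosperm had 0.225 maternal and 0.715 paternal methylation there, and *H2A.X-g5* endosperm 0.191 and 0.696. In the shared regions *H2A.X-g3* had 0.123 and 0.761, and *H2A.X-g5* had 0.0980 and 0.747. On the maternal allele *H2A.X-g3* and *H2A.X-g5* thus lay further below WT than *h2a.x* did.

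The maternal share of WT x L*er* endosperm, 70.4% against 66.0% and 66.2% in *H2A.X-g3* and *H2A.X-g5*, bears on these maternal levels. In *h2a.x* x L*er* endosperm it was 70.2%, close to WT. The ranking of *H2A.X-g3* and *H2A.X-g5* below *h2a.x* therefore has the same limit, and no calculation was made for *h2a.x*. A calculation made after the values were seen added maternal DNA at WT seedling levels, as a stand-in for maternal tissue such as the seed coat, which the authors discarded before washing the tissue. The amount, 11.1% of the total, is the excess of the WT share over 2 of 3 genomes. In shared DMRs it raised *H2A.X-g3* to 0.235 and *H2A.X-g5* to 0.214, against 0.213 in WT (95% interval 0.207 to 0.219). In *h2a.x*-only DMRs it gave 0.310 and 0.282, against 0.286 in WT (95% interval 0.280 to 0.291), and in WT-only DMRs 0.268 and 0.227, against 0.253 (95% interval 0.241 to 0.265). In windows with at least 5 calls on each allele the share was 56.8% in WT against 59.5% and 59.2%. This limit cannot decide the question, since its effect varies between libraries of unlike depth. It took the embryo share from 50.5% to 43.2% in WT, and from 50.4% to 48.0% in the deeper *H2A.X-g3* library. The calculation rests on 1 library per cross and on seedling levels as a stand-in. Whether the content of maternal tissue differs between these crosses and WT is therefore not settled.

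Of the tests on the count of DMRs, the bounds for the thinning and the test on new sites were chosen only after the result was seen. The excess of EN-EM DMRs in *h2a.x* (2.05 times WT) is argued against as an effect of depth alone, since the lowest ratio over 10 thinnings to equal depth was 1.44, although calls simulated at the real depths with equal fractions in both genotypes gave 1.48 to 1.56. New sites are argued against as the main source, since the median WT endosperm minus embryo difference of *h2a.x*-only DMRs (-0.391) lay below that of random regions of the same length and *h2a.x* embryo methylation by -0.195 in the nearest of 10 draws, and by -0.190 with the class of sequence matched too. Simulated calls at the real depths with one proportional loss in *h2a.x* endosperm gave ratios up to 1.82, below the observed one, which meets the bound set beforehand against this explanation. The bound is not taken as decisive, because the simulation treats the calls of a read as independent and made 2702.5 WT DMRs on average, more than the 2398 observed. A general small loss that carries partly demethylated sites past the thresholds and a loss specific to such sites therefore cannot be told apart.

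Direct comparison gave 41 lower and 22 higher DMRs in *h2a.x* endosperm and 10 and 11 in seedlings, and with thinned calls 11 lower and 14 higher in endosperm and 7 of each in seedlings. The CHH difference on the maternal allele of F1 endosperm was -0.0215 in *h2a.x*, and that on the paternal allele -0.0163.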
